# Mediator complex proximal Tail subunit MED30 is critical for Mediator core stability and cardiomyocyte transcriptional network

**DOI:** 10.1371/journal.pgen.1009785

**Published:** 2021-09-10

**Authors:** Changming Tan, Siting Zhu, Zee Chen, Canzhao Liu, Yang E. Li, Mason Zhu, Zhiyuan Zhang, Zhiwei Zhang, Lunfeng Zhang, Yusu Gu, Zhengyu Liang, Thomas G. Boyer, Kunfu Ouyang, Sylvia M. Evans, Xi Fang

## Abstract

Dysregulation of cardiac transcription programs has been identified in patients and families with heart failure, as well as those with morphological and functional forms of congenital heart defects. Mediator is a multi-subunit complex that plays a central role in transcription initiation by integrating regulatory signals from gene-specific transcriptional activators to RNA polymerase II (Pol II). Recently, Mediator subunit 30 (MED30), a metazoan specific Mediator subunit, has been associated with Langer-Giedion syndrome (LGS) Type II and Cornelia de Lange syndrome-4 (CDLS4), characterized by several abnormalities including congenital heart defects. A point mutation in MED30 has been identified in mouse and is associated with mitochondrial cardiomyopathy. Very recent structural analyses of Mediator revealed that MED30 localizes to the proximal Tail, anchoring Head and Tail modules, thus potentially influencing stability of the Mediator core. However, *in vivo* cellular and physiological roles of MED30 in maintaining Mediator core integrity remain to be tested. Here, we report that deletion of MED30 in embryonic or adult cardiomyocytes caused rapid development of cardiac defects and lethality. Importantly, cardiomyocyte specific ablation of MED30 destabilized Mediator core subunits, while the kinase module was preserved, demonstrating an essential role of MED30 in stability of the overall Mediator complex. RNAseq analyses of constitutive cardiomyocyte specific *Med30* knockout (cKO) embryonic hearts and inducible cardiomyocyte specific *Med30* knockout (icKO) adult cardiomyocytes further revealed critical transcription networks in cardiomyocytes controlled by Mediator. Taken together, our results demonstrated that MED30 is essential for Mediator stability and transcriptional networks in both developing and adult cardiomyocytes. Our results affirm the key role of proximal Tail modular subunits in maintaining core Mediator stability *in vivo*.

## Author summary

MED30 has been associated with congenital heart defects. A point mutation in MED30 has been identified in mouse and is associated with mitochondrial cardiomyopathy. However, the specific role of MED30 in cardiomyocytes remains largely unknown. We found that loss of MED30 resulted in destabilization of the MED core. Our constitutive (cKO) and inducible (icKO) cardiomyocyte specific *Med30* knockout mouse models provided us with a unique opportunity to study the role of the intact MED complex in developing heart and adult heart, respectively. We further demonstrated the essential role of MED30 in maintaining specific components of the cardiac gene regulatory network and normal cardiac development and function.

## Introduction

Cardiac morphogenesis and maintenance of cardiac physiology require complex and well-orchestrated transcription programs [1–3]. Dysregulation of cardiac transcription has been identified in patients and families with heart disease [4–7]. Mediator is an evolutionarily conserved protein complex that plays a central role in transcription initiation by integrating regulatory signals from gene-specific transcriptional activators to RNA polymerase II (Pol II) [8–12]. Mediator is composed of approximately 30 subunits arranged into structurally distinct modules, including the core and kinase (CDK) modules [13–15]. The Mediator core contains 26 subunits and consists of three sub-modules: the Head, Middle, and Tail. The ‘Head’ and ‘Middle’ are essential for viability and Mediator interaction with the Pol II machinery, whereas the ‘Tail’ interacts with various activators at enhancer regions [16,17]. In the current “molecular bridge” model, Mediator serves as a central scaffold within the pre-initiation complex (PIC) to integrate regulatory signals from DNA-binding transcription factors (TFs) directly to RNA Pol II. Structural studies of metazoan Mediator have long been hampered by its large size and flexibility, and have therefore been focused on the yeast complex, easier to purify in amounts required for structural characterization [18]. Previous structural analysis of yeast Mediator has provided an understanding of the conserved core of the complex and its interaction with Pol II but failed to reveal the structure of the Tail module that contains the majority of subunits that interact with transcriptional factors([18]. Moreover, the location of metazoan-specific subunits was unknown. Cryo-electron microscopy (Cryo-EM) has enabled unprecedented progress in the quest to reveal the structure of the whole Mediator within the transcription preinitiation complex [18]. Five recent studies [19–23] have now visualized the whole Mediator to near-atomic resolution. A groundbreaking discovery from recent Cryo-EM studies was the revelation of the previously unresolved Tail module, which includes several metazoan specific subunits [19–23]. In particular, subunits MED27, MED29 and metazoan specific subunits MED28 and MED30, were observed to form the proximal part of the Tail module (‘Proximal Tail’, also called “Upper Tail”), anchoring on the Head module and displaying a large interface with the core Mediator. The newly revealed structure suggests that the subunits of the proximal Tail potentially influence the stability and conformation of the core Mediator [19–23]. These important new insights into Mediator structure are suggestive of cellular and physiological roles of the Mediator subunits in the proximal Tail, that remain to be functionally tested.

Genetic studies have identified mutations in Mediator subunits associated with cardiac disease in humans [24–33]. However, the specific role of the Mediator in cardiac development and function remains largely unknown. Recently, Mediator subunit 30 (MED30, also named TRAP25) has been associated with Langer-Giedion syndrome (LGS) Type II and Cornelia de Lange syndrome-4 (CDLS4), characterized by multiple congenital anomalies including heart defects [29,34]. Specifically, patients with LGS and CDLS4 have a 2.88-Mb deletion of 8q23.3eq24.13 encompassing MED30 [29,34]. MED30 has recently been assigned to the proximal Tail and modeled de novo [19–23,35]. The C-terminal α-helices of MED30, together with the C-terminus of MED28, form a helical bundle with the extended C-terminal helices in Head subunits MED11 and MED22, forming a convoluted interface between Tail and Head [19–23,35]. However, it remains unknown whether MED30 plays an important role in maintaining the integrity of the whole Mediator complex, or a specific submodule, or in maintaining some specific interactions between particular subunits. A dilated cardiomyopathy (DCM) phenotype in a recessive N-ethyl-N-nitrosurea (ENU)-induced mouse mutant (*zeitgeist (zg)*) has been attributed to a missense mutation in *Med30* [36]. The DCM phenotype was mapped to a single nonsynonymous A-to-T transversion in the first exon of *Med30* (herein referred to as *Med30*^zg^ allele), which resulted in an isoleucine to phenylalanine substitution at amino acid 44 of the 178-residue protein. Complementation studies between a *Med30* null allele and the *Med30*^zg^ allele did not produce any compound heterozygotes at birth, suggesting that the *zeitgeist* mutation is hypomorphic and that global deletion of *Med30* caused embryonic lethality. The hypomorphic *Med30*^zg/zg^ mutants develop progressive DCM after four weeks of age, and display premature lethality by seven weeks of age, while no evident abnormalities are observed in other organs [36]. While the overall Mediator complex was maintained intact in *Med30*^zg/zg^ mutant hearts, a specific decrease in the expression of mitochondrial genes in *Med30*^zg/zg^ mutants was postulated to account for the observed DCM, as further supported by amelioration of the DCM phenotype by feeding mice a ketogenic diet [36]. Given that the structural analysis suggests a critical role of MED30 in Mediator structure, it is perhaps puzzling that the mutation did not disrupt Mediator integrity, and only affected mitochondrial genes in mouse heart. Thus, to unequivocally study the cellular and physiological role of MED30 *in vivo*, a true *Med30* knockout mouse model is essential.

In this study, we have generated an *Med30* floxed mouse model and specifically deleted MED30 in developing or adult cardiomyocytes. Our results reveal that loss of MED30 caused degradation of multiple subunits in the Mediator core, while the kinase module was preserved, demonstrating an essential role of MED30 in the stability of the overall Mediator complex, and in cardiomyocyte development and function. We also observed that deletion of MED30 in developing or adult cardiomyocytes results in rapid development of cardiac defects and lethality. Furthermore, we utilized MED30 cardiac specific knockout mice to investigate the Mediator-regulated transcriptome in both developing and adult cardiomyocytes. Our results are consistent with the role suggested by recent structural studies for Mediator Tail subunits in mediating integrity of the Mediator core.

## Results

### Loss of MED30 in developing cardiomyocytes results in early embryonic lethality

To unequivocally study the specific role of MED30 in cardiomyocytes, we generated a floxed *Med30* mouse line with the first exon of *Med30* flanked with two loxP sites (S1A–S1C Fig). Homozygous floxed *Med30* mice (*Med30*^*f/f*^) were viable and born at expected Mendelian ratios with no observed defects. We next utilized Troponin T-Cre (*Tnnt*-Cre) [37] to ablate *Med30* in early developing cardiomyocytes. Western blot analysis confirmed the absence of MED30 in embryonic hearts isolated from *Tnnt*-Cre^+^; *Med30*^*f/f*^ mutants (hereafter referred to as *Med30* cKOs) at embryonic day (E) 9.5, compared to Cre negative control littermates (Ctrl) (S1D–S1E Fig). *Med30* cKO mutants were never recovered after birth (Table 1), indicating prenatal lethality of mutant embryos. Notably, *Med30* cKO embryos were recovered at expected Mendelian frequencies until E11.5 (Table 1). However, at E12.5, all *Med30* cKO embryos were found dead or partially resorbed (Table 1 and Fig 1A), while only 2 out of 30 cKO mutants were found dead at E11.5.

**Fig 1:**
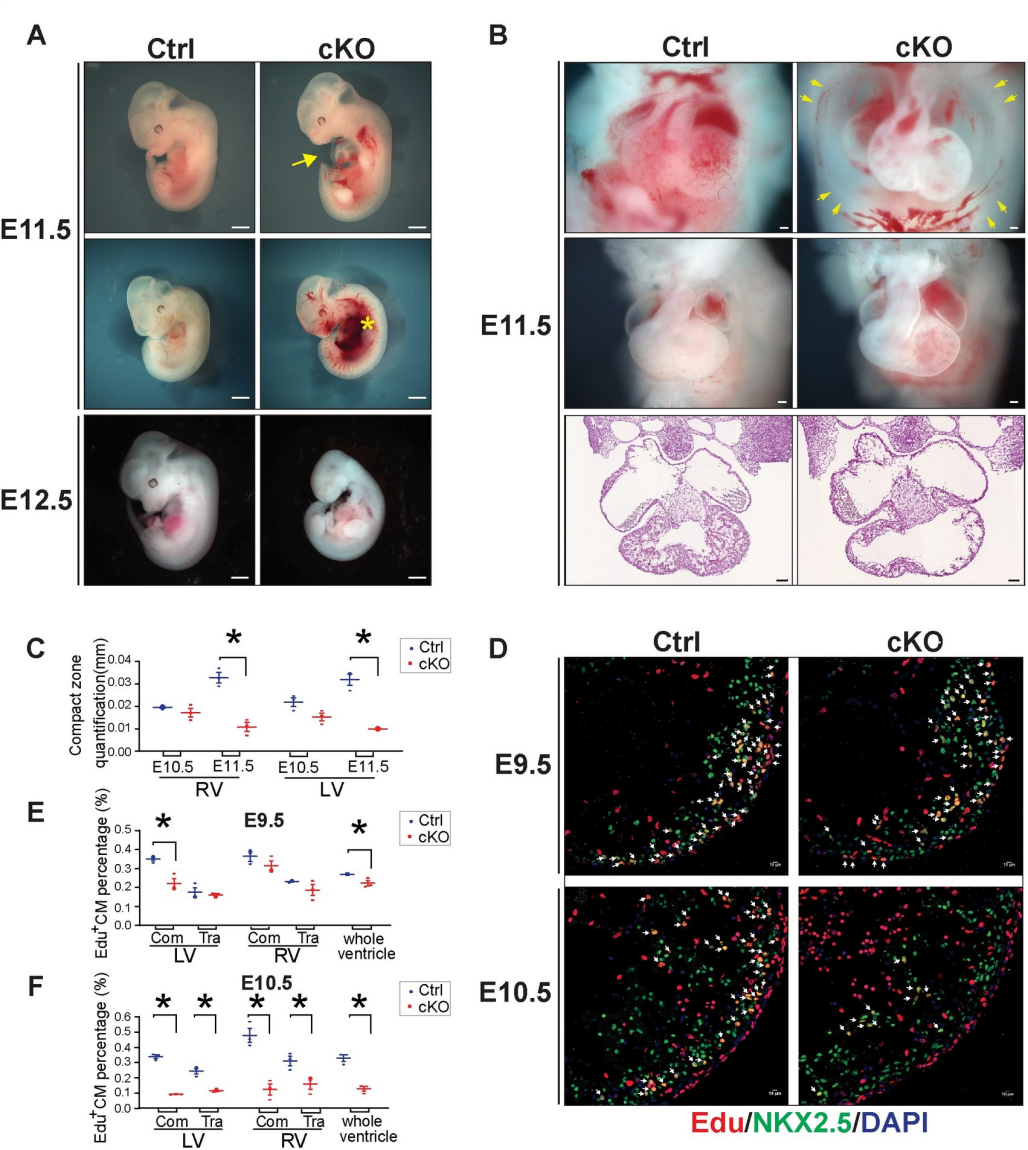
MED30 is essential for early cardiac development. **(A)** Whole embryonic morphology of constitutive cardiomyocyte-specific knockout (cKO) and control (Ctrl) littermates at E11.5 and E12.5. Arrow: edema chest; Asterisk: hemorrhage. Scale bar: 1 mm. n = 3. **(B)** Cardiac morphology (Top and middle) and H&E images (Bottom) of *Med30* cKO embryos and Ctrl littermates at E11.5. Arrow: edema chest. Scale bar: 100 μm. n = 3. **(C)** Quantitation of compact zone thickness in *Med30* cKO and Ctrl hearts at E10.5 and E11.5. RV: right ventricle; LV: left ventricle. n = 3. **(D)** Representative immunostaining images of EdU-labeled (red) heart sections from Med30 cKO and Ctrl mice at E9.5 and E10.5, using an antibody against NKX2.5 as cardiomyocyte marker (green). DNA is stained with DAPI (blue). Arrow: Edu-positive cardiomyocytes. Scale bar: 10 μM. **(E-F)** Quantification (%) of Edu-positive cardiomyocytes (CM) in (E) E9.5 and (F) E10.5 Ctrl (blue) vs. *Med30* cKO (red) heart areas as indicated. Com: compact zone; Tra: trabeculae. n = 3. Data are represented as the mean ± SEM. *P < 0.05, by 2-tailed Student’s t test.

**Table 1:** Genotypic analysis of embryos from Cre^+^*Med30*^*f/+*^ male cross with Cre^*-*^*Med30*^*f/f*^ female.

Day of analysis	No. of genotype				Total
	*Cre* ^*-*^ *Med30* ^*f/+*^	*Cre* ^*-*^ *Med30* ^*f/f*^	*Cre* ^*+*^ *Med30* ^*f/+*^	*Cre* ^*+*^ *Med30* ^*f/f*^	
**E10.5**	40(30.5%)	31(23.7%)	29(22.1%)	31(23.7%)	131
**E11.5**	22(21.2%)	28(26.9%)	24(23.1%)	30(28.8%) ^a^^,^^b^^,^^c^^,^^d^^,^^e^	104
**E12.5**	22 (30.1%)	20(27.4%)	17(23.3%)	14(19.2%)^f^	73
**P1** ^**g**^	14(24.6%)	19(33.3%)	24(42.1%)	0 (0.0%)	57

^a^ 20 of these embryos have thinner ventricular walls

^b^ 4 of these embryos have smaller hearts

^c^ 3 of these embryos have chest edema

^d^ 7 of these embryos are hemorrhage

^e^ 2 of these embryos are dead

^f^ These embryos are all dead or partly absorbed

^g^ P1, postnatal day 1.

At E11.5, severe cardiac development defects were observed in *Med30* cKO hearts, including overall smaller hearts, thinner ventricular walls, chest edema, and hemorrhage (Fig 1A and 1B), while at E10.5, cKO mutants were grossly indistinguishable from control (Ctrl) littermates (S2A Fig). Hematoxylin/eosin staining revealed dramatically decreased thickness of the compact zone in both the right ventricle (RV) and left ventricle (LV) of cKO mutants at E11.5, but not E10.5, compared to control embryos (Figs 1B–1C and S2A). To investigate whether a decrease in cardiomyocyte proliferation or increased apoptosis could account for smaller hearts and thinner ventricular walls in mutant embryos, we performed EdU pulse labelling and TUNEL staining to examine cardiomyocyte proliferation and apoptosis in *Med30* cKO and control hearts. Our results revealed that the percentage of EdU positive cardiomyocytes started to decrease in compact zone of the LV of cKO mutants at E9.5, while the trabecular cardiomyocytes and RV cardiomyocytes showed no differences in EdU incorporation between control and cKOs (Fig 1D and 1E). At E10.5, cardiomyocyte proliferation was dramatically decreased in the compact zone and trabeculae of both ventricles in *Med30 cKO* hearts relative to controls (Fig 1D and 1F), suggesting a critical role for MED30 in cardiomyocyte proliferation. However, we did not observe apoptosis, as indicated by TUNEL positive cardiomyocytes, in either *Med30* cKO or control hearts at E11.5 (S2B Fig). Taken together, these results demonstrate that MED30 is essential for cardiomyocyte proliferation and cardiac development.

### MED30 is essential for Mediator stability

MED30 belongs to the Mediator core complex, which contains 26 subunits and consists of three sub-modules: the Tail, Middle and Head. To determine the molecular mechanism by which loss of MED30 in cardiomyocytes resulted in abnormal heart development leading to early embryonic lethality, we first assessed whether deletion of *Med30* in developing cardiomyocytes affected the integrity of the Mediator complex in cardiomyocytes. We performed western blot analysis to examine protein levels of Mediator subunits at E10.5. We examined representative subunits of each Mediator core submodule: MED15, MED16, MED23, MED24, MED29 within the Tail submodule; MED1, MED4, MED31, MED14 within the Middle submodule; and MED6, MED8, MED17, MED18, MED20 within the Head submodule. We also examined representative subunits of the kinase module, MED12 and MED13. This analysis revealed that most Mediator core subunits, with the exception of MED1 and MED4 within the middle submodule, were significantly decreased in *Med30* cKO hearts compared to those of control littermates at E10.5 (Fig 2A and 2B). MED4 displayed a significant decrease in *Med30* cKOs at E11.5, perhaps reflecting a slower rate of degradation, while MED1 remained unchanged at this stage (S3 Fig). However, the kinase module members MED12 and MED13 were not changed in cKO hearts at either E10.5 or E11.5, when compared to controls (Figs 2A–2B and S3). To further determine the role of MED30 in the stability of the Mediator core, we performed immunoprecipitation experiments from E10.5 MED30 cKO and control hearts utilizing antibodies to MED4 and MED12. Our results revealed that levels of MED core subunits were significantly decreased in MED complexes immunoprecipitated from MED30 cKO hearts compared to those from control hearts (Fig 2C and 2D). Notably, although total MED1 protein levels were similar in MED30 cKO and control hearts (Figs 2A–2B and S3), the level of MED1 present in MED4 and MED12 immunoprecipitates was nonetheless significantly reduced in cKO hearts, suggesting that the preserved MED1 was not associated with the Mediator complex. RNAseq analyses of embryonic hearts isolated from *Med30* cKOs and controls at E10.5 revealed that transcript levels of Mediator subunits we examined were not decreased in *Med30* cKOs compared to controls (Fig 2E). These results strongly suggest that MED30 is essential to maintain protein stability of core MED subunits, but neither expression nor stability of kinase module subunits.

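The E10.5 RNA-seq compared hearts of Med30 f/f embryos carrying Tnnt-Cre (cKO, n = 3 samples) with hearts of Cre-negative littermates (Ctrl, n = 3 samples). The labels of the deposited samples call the controls wild type. The authors mapped the reads to GRCm38, counted them on genes and deposited RPKM (reads per kilobase of gene, scaled to the reads of the library) for 20775 genes by symbol, beside their own DESeq2 comparison. From the spacing of the lowest values, the reads behind the RPKM came to 20.1, 15.9 and 16.1 M in Ctrl replicates 1, 2 and 3 and to 17.5, 17.6 and 13.8 M in cKO replicates 1, 2 and 3. Between 63.2% and 69.6% of the low values then lay within 0.1 of a whole read, where chance gives 20%. At these depths, 3 reads on a transcript of 2 kb correspond to an RPKM of 0.0747 to 0.109, which covers counting error only. Expression was compared with limma (lmFit, and eBayes with a trend) on log2(RPKM + 0.1) over the 10885 genes with a mean RPKM above 1 over the 6 samples, with Benjamini-Hochberg adjustment. On this scale the changes of low genes are understated. A gene was called lower or higher at an adjusted p under 0.05 and a log2 fold change beyond 1, the thresholds of the paper. The RPKM were not rescaled, and the median log2 fold change of all genes tested was −0.13. Median-ratio scaling between samples moved that median to −0.01. Med30, the targeted gene, lies on chromosome 15 of GRCm38 from 52712408 to 52730564, and its exon 1, which is flanked by loxP sites in these mice, covers 52712442 to 52712686. Its RPKM was 10.6, 13.3 and 11.3 in Ctrl replicates 1, 2 and 3 and 1.38, 2.02 and 1.00 in cKO replicates 1, 2 and 3. Its expression fell by 2.96 on the log2 scale (standard error 0.225, limma adjusted p = 0.000367), and the mean fell by 87.5%.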

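Of the 14 core subunits of Fig 2E other than Med30, 10 had a log2 fold change below 0 in cKO hearts and 4 above 0, with a range from −0.68 to 0.31. Scaling without the 20 most abundant genes brought the number below 0 to 7. A single subunit, Med16, had a lower transcript level at an adjusted p under 0.05 over all genes tested, and the count adjusted over the list alone was also 1. Med16, on chromosome 10 of GRCm38 from 79894708 to 79908923, had 6.05 ± 0.242 RPKM (SD, n = 3) in Ctrl and 3.75 ± 0.302 (SD, n = 3) in cKO hearts. Its log2 fold change was −0.68 (standard error 0.129, limma adjusted p = 0.0272), and every cKO sample lay below every Ctrl sample. This call was lost in 5 of the 6 fits that each left out one replicate, where the adjusted p of Med16 reached 0.105 (0.00470 to 0.247 over the other alternatives), while its log2 fold change stayed between −0.73 and −0.62. The count over all genes was 2 with samples weighted by their quality (4 adjusted over the list alone). It was 0 with no RPKM filter (3 at an unadjusted p under 0.05), with a mean RPKM above 5 (1), with scaling without the 20 most abundant genes (1) and with treat (1). Med1 fell by 0.36 on the log2 scale (standard error 0.130, limma adjusted p = 0.138) and Med8 by 0.24, with all cKO samples below all Ctrl samples in both. With 3 samples against 3, groups that do not overlap, in either direction, arise by chance in 10% of genes. Med14 had a log2 fold change of 0.31 (standard error 0.103, limma adjusted p = 0.106), and median-ratio scaling gave 0.44 with an adjusted p of 0.0204, where the alternatives ranged from 0.0144 to 1.00. For Med31, the SD of the cKO samples, 0.956 RPKM, exceeded its difference from Ctrl. The kinase module subunits Med12 and Med13 had log2 fold changes of 0.20 (limma adjusted p = 0.352) and 0.17 (limma adjusted p = 0.350). In Med12, Med13 and Med14, all cKO samples lay above all Ctrl samples.

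**Figure D1:**
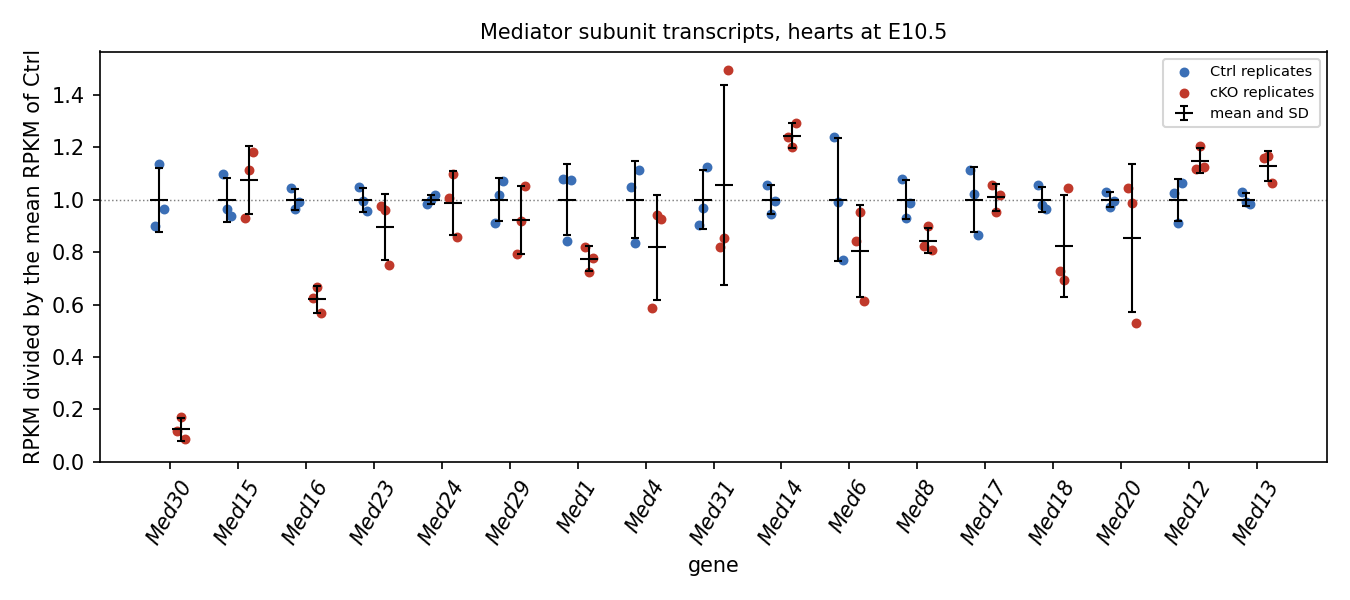
RPKM of Mediator subunit transcripts in E10.5 hearts, divided by the mean RPKM of Ctrl, for 3 Ctrl and 3 cKO samples, with mean and SD. The cKO samples of Med30 lie lowest, and those of Med16 lie below all 3 Ctrl samples.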

**Fig 2:**
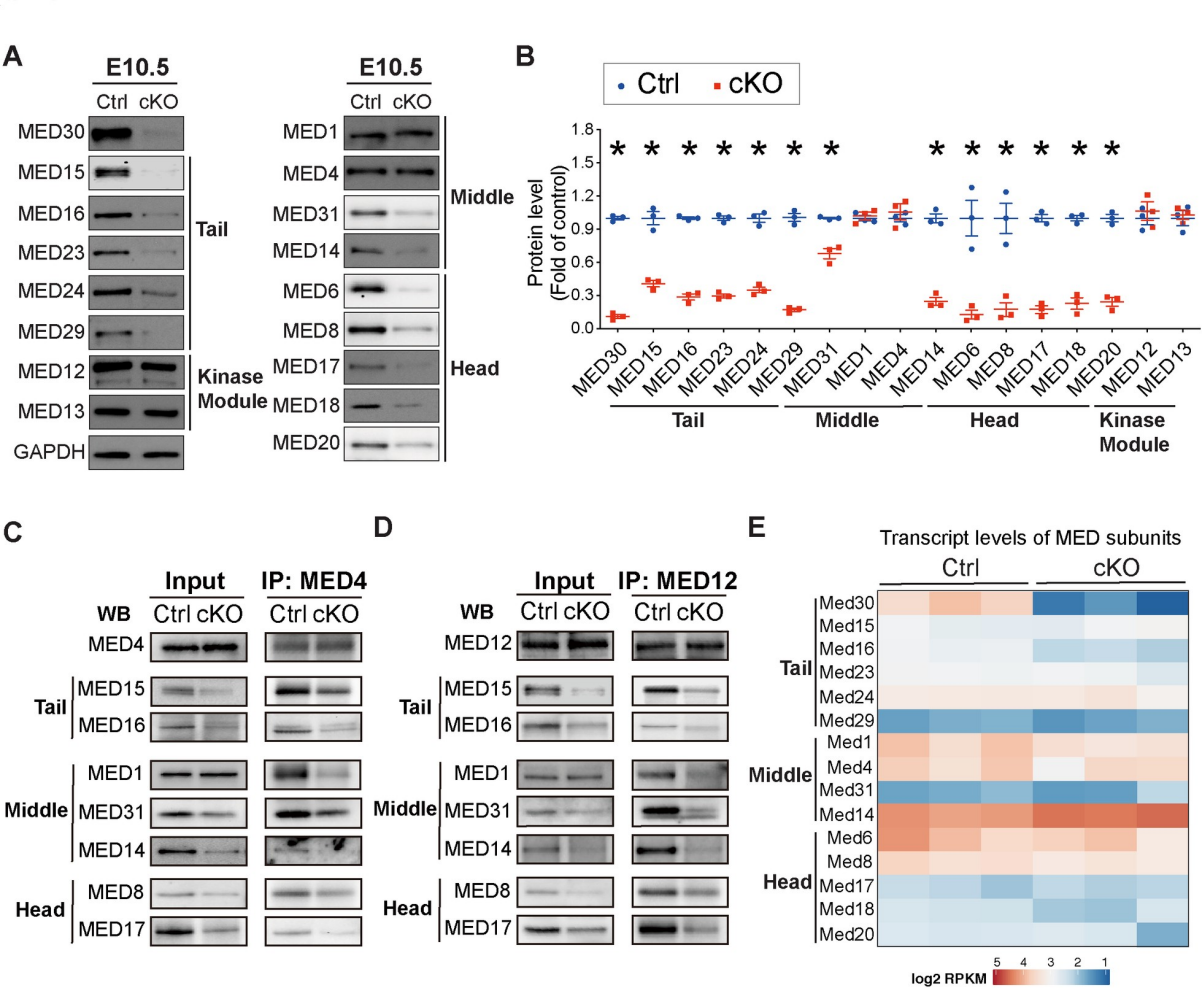
Loss of MED30 results in degradation of Mediator core in developing cardiomyocytes. **(A-B)** Representative immunoblots (A) and quantification analysis (B) of MED30 and MED Tail submodule subunits MED15, MED16, MED23, MED24 and MED29; MED Middle submodule subunits MED1, MED4, MED31 and MED14; MED Head submodule subunits MED6, MED8, MED17, MED18 and MED20, and Kinase module subunits MED12 and MED13 in hearts isolated from *Med30* cKO and control (Ctrl) embryos at E10.5. GAPDH served as a loading control. n = 3. **(C-D)** Co-Immunoprecipitation (Co-IP) of E10.5 heart lysates with antibody to MED4 (C) or MED12 (D), followed by Western blot (WB) analysis for MED subunits. 40 hearts from each genotypes were pooled for one IP experiment. **(E)** Heatmap representation of transcript levels of selected Mediator subunits in *Med30* cKO and Ctrl hears at E10.5. Data are represented as the mean ± SEM. *P < 0.05, by 2-tailed Student’s t test.

### Transcriptome in developing heart regulated by Mediator complex

The Mediator complex plays a central role in transcription initiation by integrating regulatory signals from gene-specific transcriptional activators to RNA polymerase II (Pol II) [8–12]. Because we observed that loss of MED30 resulted in destabilization of the Mediator core, our *Med30* cKO mouse model provided us with a unique opportunity to study the transcriptome in developing heart controlled by the intact Mediator complex. RNA-seq analysis was performed on RNA extracted from hearts of *Med30* cKO and control littermates at E10.5. 

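In the comparison of 3 cKO with 3 Ctrl samples over 10885 genes, 59 genes were lower and 26 were higher in cKO hearts at E10.5. The counts moved with the scaling between samples: median-ratio scaling gave 41 lower and 35 higher genes, quantile normalization 37 and 38, and scaling without the 20 most abundant genes 36 and 48. All 41 genes lower with median-ratio scaling were among the 59. Leaving out one replicate at a time gave from 18 to 102 lower genes and from 9 to 36 higher genes. The lowest count of lower genes, 18, came without Ctrl replicate 3 and the highest, 102, without cKO replicate 3, the sample with the fewest reads. Among called genes whose groups did not overlap, the largest falls were in Tnni2, Mb and Med30. Mb, which encodes myoglobin and lies on chromosome 15 of GRCm38 from 77015487 to 77050670, overlapping Apol6 on the other strand, had 19.0 ± 0.610 RPKM in Ctrl and 2.37 ± 0.712 in cKO hearts (SD, n = 3 each). Its log2 fold change was −2.99 (standard error 0.195, limma adjusted p = 0.000260). The largest rises were in Cdkn1a, Eda2r and Nptx2. Cdkn1a had 4.12 ± 0.499 RPKM in Ctrl and 26.9 ± 13.8 in cKO hearts (SD, n = 3 each), a log2 fold change of 2.54 (standard error 0.331, limma adjusted p = 0.00942). Eda2r had a log2 fold change of 2.08 (limma adjusted p = 0.0275), and 4 of the 6 fits without one replicate left its adjusted p above 0.05, at up to 0.102. Nptx2 had a log2 fold change of 1.96 (limma adjusted p = 0.0270), and its adjusted p rose above 0.05 in 4 of these fits, to 0.0888 at most.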

From this analysis, 31 genes were significantly upregulated, and 45 genes were significantly downregulated (log2fold > 1, adjusted p value < 0.05) in mutant cardiomyocyte relative to controls (Fig 3A). 

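Expression of genes related to proliferation and to ion channels was tested with limma's camera (inter-gene correlation 0.01) on lists written without reference to the data, since the paper's text does not give the genes behind each GO term. At E10.5, 25 of 26 cell cycle genes had a log2 fold change below 0 in cKO hearts, with a median of −0.34, or −0.21 relative to the median of all genes tested (limma camera adjusted p = 3.56e-05 over 11 lists). The 31 voltage-gated channel genes had a median log2 fold change of −0.09, with 1 called lower (limma camera adjusted p = 0.828). Under scaling without the 20 most abundant genes, 21 of the 26 cell cycle genes were still below 0, with a median of −0.16. With a correlation estimated from the data in place of 0.01, the adjusted p of the cell cycle list was 0.554. Under fry its adjusted p was 0.111.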

Clustering of differentially expressed genes by molecular function using Gene Ontology (GO) analysis demonstrated that important molecular pathways related to cardiac development were decreased in cKO hearts, including “Troponin T binding”, “channel activity”, “heart contraction”, “heart development”, “muscle cell proliferation” and “muscle cell differentiation” (Fig 3B). 

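Of 27 sarcomere genes tested at E10.5, 18 had a log2 fold change below 0 in cKO hearts and 3 were called lower, namely Tnni2, Myh7 and Myh7b. The list had a median log2 fold change of −0.38, or −0.25 relative to all genes tested (limma camera adjusted p = 0.0467). Quantile normalization brought its median to −0.03 and the number below 0 to 14. The adjusted p of the list was 0.676 with an estimated inter-gene correlation and 0.111 under fry. Myh7b, on chromosome 2 of GRCm38 from 155611212 to 155634307, had a log2 fold change of −1.35 (limma adjusted p = 0.0108). Among the other lists tested with camera, nuclear genes of the respiratory chain, genes of the mitochondrial ribosome and of the cytosolic ribosome were lower (limma camera adjusted p = 1.02e-05, 3.11e-06 and 1.02e-07), with medians of −0.31, −0.35 and −0.40. Extracellular matrix genes (median 0.17, limma camera adjusted p = 2.62e-09), TGFβ pathway genes (median 0.03, limma camera adjusted p = 0.00760) and integrins (median 0.00, limma camera adjusted p = 0.0467) ranked higher than other genes. No call of these lists held under fry, where 4 of the 11 lists had an unadjusted p under 0.05, or with an estimated correlation, where 0 did. The apoptosis list had a limma camera adjusted p of 0.0884 and the list of all Mediator genes one of 0.953.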

Decreased genes showed enrichment for “contractile fiber”, “sarcomere” and “troponin complex” (Fig 3B), while increased genes did not display any functional enrichment. Some significantly downregulated genes were likely to account for observed *Med30* cKO phenotypes. 

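Mycn lies on chromosome 12 of GRCm38 from 12936093 to 12941914 and encodes a transcription factor. At E10.5 it had 14.9 ± 3.91 RPKM in Ctrl and 6.22 ± 1.46 RPKM in cKO hearts (SD, n = 3 samples each). The mean fell by 58.3%, and the log2 fold change was −1.24 (standard error 0.209, limma adjusted p = 0.0217). All cKO samples lay below all Ctrl samples. The adjusted p rose above 0.05 in 3 of the 6 fits without one replicate, to 0.0846 at most, and was 0.0529 with eBayes without a trend, within a range of 0.00105 to 0.0969 over the alternatives to the processing. Over the fits without one replicate, the log2 fold change lay between −1.42 and −1.04.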

An example of these was *Mycn*, which is essential for cardiomyocyte proliferation and cardiogenesis [38,39]. *Mycn* null mice arrest development at E9.5 and die between E10.5 and E11.5 with severely hypoplastic hearts, undivided thin-walled ventricles, and few trabeculae [39]. Another significantly downregulated gene in *Med30* cKO hearts was *Hey2*, which plays a pivotal role in left ventricular maturation [40]. In addition, *Tnni2*, *Mhy7*, *Gja1*, *Gaj5*, and *Pln* encode proteins that are essential for cardiomyocyte structure and contractility [41]. 

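Hey2, on chromosome 10 of GRCm38 from 30832359 to 30842801, encodes a transcriptional repressor. Its expression at E10.5 was 17.6 ± 0.740 RPKM in Ctrl and 7.00 ± 0.275 RPKM in cKO hearts (SD, n = 3 samples each), and the mean fell by 60.2%. The log2 fold change was −1.32 (standard error 0.105, limma adjusted p = 0.000464). It stayed between −1.34 and −1.28 when each replicate was left out in turn, with an adjusted p of 0.00706 at most.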

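Each of these 5 genes was lower in every cKO sample than in every Ctrl sample at E10.5. By chance, 10% of genes have groups that do not overlap, in either direction. Tnni2, on chromosome 7 of GRCm38 from 142441808 to 142444410, fell from 11.7 ± 3.84 RPKM in Ctrl to 1.10 ± 0.196 RPKM in cKO hearts (SD, n = 3 each), a log2 fold change of −3.26 (standard error 0.248, limma adjusted p = 0.000367). Myh7, on chromosome 14 from 54970684 to 54994626, was far more abundant, with 536.1 ± 109.6 RPKM in Ctrl and 193.8 ± 42.8 RPKM in cKO hearts, and a log2 fold change of −1.47 (standard error 0.217, limma adjusted p = 0.0162). Its coding sequence is closely related to that of Myh6, and how the authors assigned reads that fit both genes is not stated, so its level is uncertain to that extent. In 3 of the 6 fits without one replicate, the adjusted p of Myh7 rose above 0.05, to 0.0826 at most. The connexin gene Gja1, on chromosome 10 from 56377330 to 56402513, fell by 1.86 on the log2 scale (standard error 0.153, limma adjusted p = 0.000531). Gja5, on chromosome 3 from 96904693 to 97077416, overlaps Gpr89 on the other strand and fell by 2.39 (standard error 0.166, limma adjusted p = 0.000260). Pln, which encodes phospholamban and lies on chromosome 10 from 53337667 to 53345987 within a stretch shared with Cep85l on the other strand, fell by 1.61 (standard error 0.159, limma adjusted p = 0.00173). Its mean was 94.7 RPKM in Ctrl and 30.5 RPKM in cKO hearts.

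**Figure D2:**
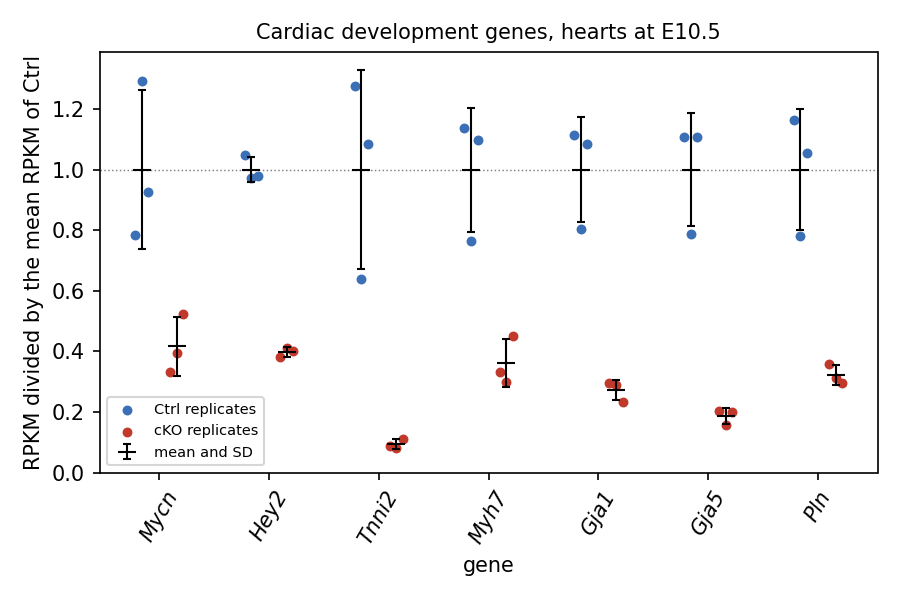
RPKM in E10.5 hearts divided by the mean RPKM of Ctrl, for 3 Ctrl and 3 cKO samples, with mean and SD. In each of the 7 genes plotted the cKO samples lie below the Ctrl samples.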

Decreased expression of these critical heart development genes was validated by performing quantitative PCR (qPCR) of mRNA obtained from E9.5 and E10.5 hearts of *Med30* cKOs and control littermates (Fig 3C and 3D). Taken together, these results suggest that the Mediator complex controls a specific transcriptional program that is critical for cardiac development.

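The 7 genes named from the RNA-seq at E10.5, Mycn, Hey2, Tnni2, Myh7, Gja1, Gja5 and Pln, were all among the 59 genes lower in cKO hearts out of the 10885 tested. The paper proposes that the Mediator complex controls a specific program of transcription in the developing heart.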

**Fig 3:**
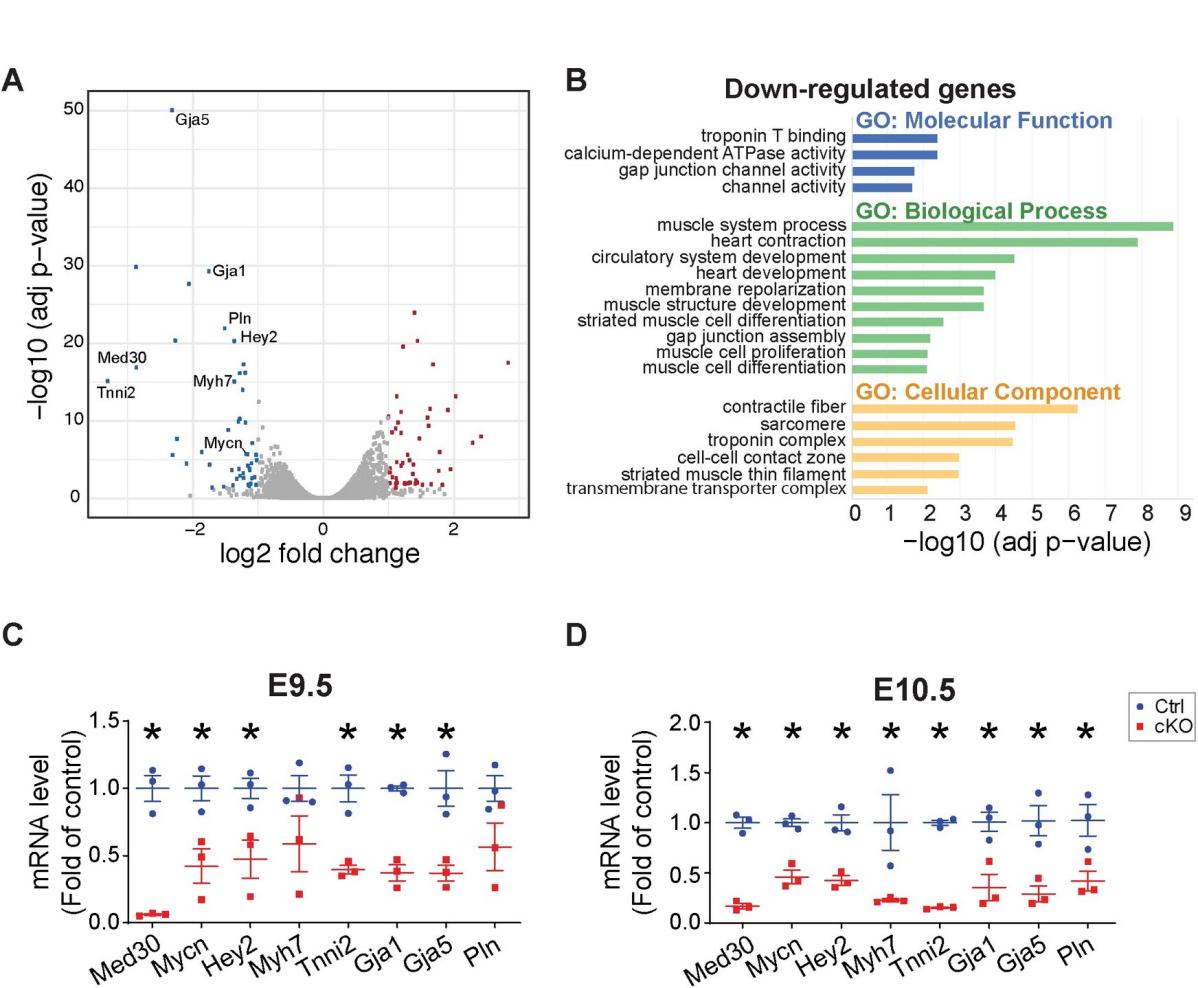
Transcriptome analysis in *Med30* cardiomyocyte-specific knockout (cKO) and control (Ctrl) hearts. (**A**) Volcano plot obtained from DESeq2 analysis of gene expression in *Med30* cKO versus control hearts at E10.5. Genes with adjusted P<0.05 and log2 (fold change) >1 are considered significantly upregulated or downregulated genes in *Med30* cKO hearts. The upregulated or downregulated genes are highlighted in red and blue, respectively. **(B)** Gene Ontology (GO) analysis of significantly downregulated genes in *Med30* cKO hearts. **(C, D)** qRT-PCR validation of RNA-seq data in *Med30* cKO (red) versus control (Ctrl) (blue) hearts at E9.5 (C) and E10.5 (D). Data were normalized to corresponding 18s levels, and cKO is expressed as the fold-change versus control. n = 3. Data are represented as the mean ± SEM. *P < 0.05, by 2-tailed Student’s t test.

### MED30 deletion in adult cardiomyocytes leads to rapid development of DCM and lethality

The embryonic lethality of *Med30* cKO mice precluded studying the role of MED30 in adult cardiomyocytes. We therefore generated tamoxifen-inducible cardiac-specific knockout (icKO) mice by crossing *Med30* floxed mice (*Med30* ^f/f^) with αMHC-MerCreMer transgenic mice to allow for inducible deletion of *Med30* in adult cardiomyocytes upon tamoxifen injection [42]. To induce postnatal ablation of MED30 in adult cardiomyocytes, 8-week-old *Med30* ^f/f^; αMHC-MerCreMer (icKO) and *Med30* ^f/f^; αMHC-MerCreMer negative control mice were injected peritoneally with tamoxifen, or peanut oil as vehicle control. Injection of tamoxifen to αMHC-MerCreMer mice (without a floxed allele) did not induce mortality or cardiac dysfunction, comparable to results with control Cre negative mice, demonstrating that no cardiac toxicity was induced by our tamoxifen injection protocol and the αMHC-MerCreMer allele (S4A–S4E Fig). Western blot analysis confirmed significantly diminished protein levels of MED30 in cardiac tissue isolated from *Med30* icKO mice, compared to those of control Cre-negative *Med30* ^f/f^ hearts, at 4-weeks post tamoxifen injection (Fig 4A and 4B). At 2-weeks post tamoxifen injection, although mRNA levels of *Med30* were decreased about 90%, protein levels were preserved, suggesting that MED30 exhibits a long half-life at this age (Figs 4A and S5A). *Med30* icKO mice began to die at day 23 post tamoxifen (Fig 4C). In contrast to controls, no icKO mice survived longer than 40-days post tamoxifen (Fig 4C), demonstrating that MED30 in adult cardiomyocytes was required for survival. Morphological and histological analysis of *Med30* icKO and control hearts revealed ventricular chamber dilation and thinner ventricular walls in *Med30* icKO hearts at 4-weeks post tamoxifen injection, while no significant changes were observed at 2-weeks post tamoxifen injection (Fig 4D).

**Fig 4:**
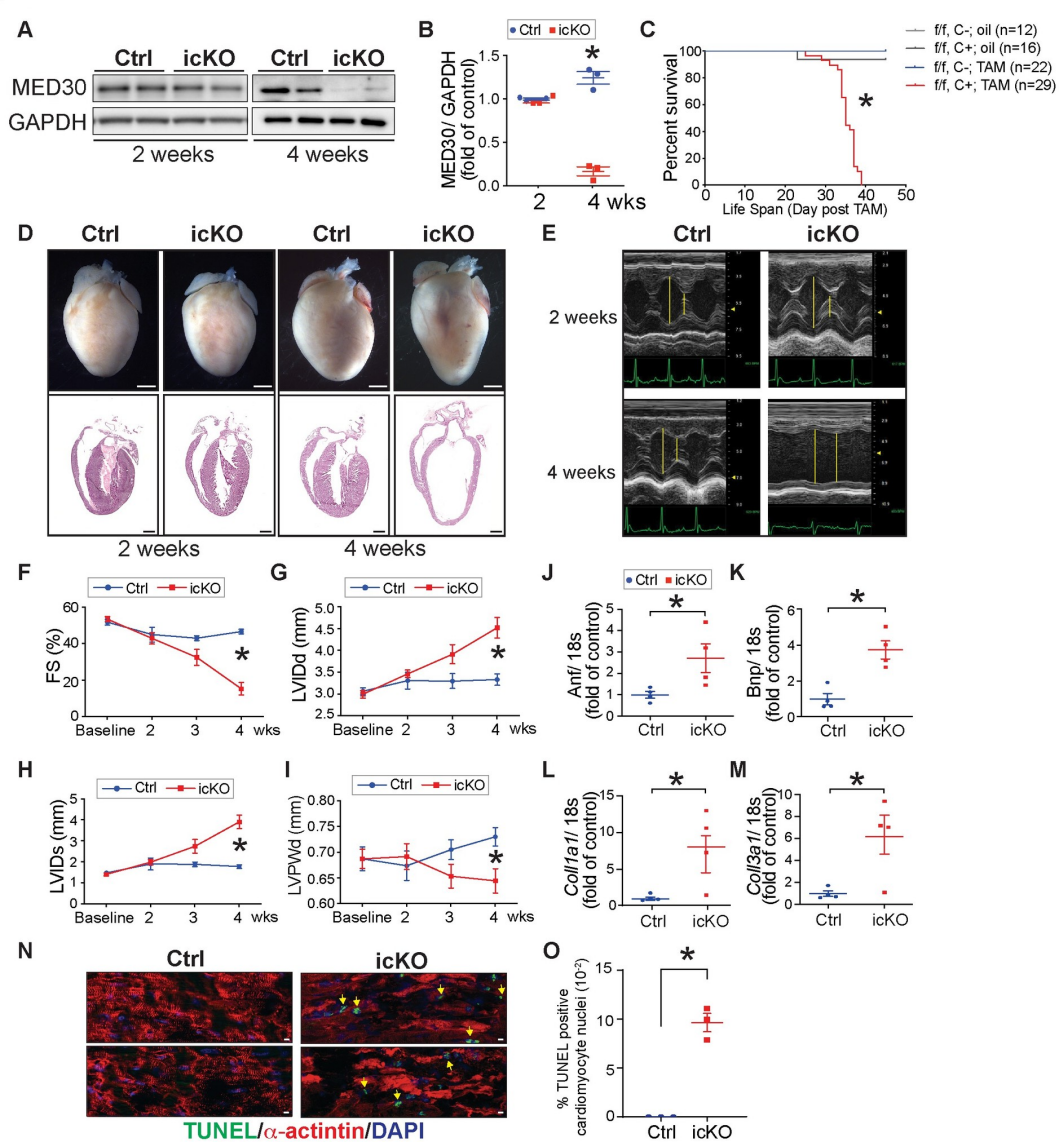
MED30 deletion in adult cardiomyocyte leads to rapidly developed dilated cardiomyopathy (DCM) and lethality. **(A-B)** Representative immunoblots (A) and quantification analysis (B) of MED30 in the heart isolated from inducible *Med30* cardiomyocyte specific knockout (icKO) and control (Ctrl) mice at 2 weeks and 4 weeks post-tamoxifen injection. GAPDH served as a loading control. n = 3. **(C)** Kaplan-Meier survival curves of *Med30* icKO and control and mice after oil (n = 12–16) or tamoxifen injection (n = 22–29). **(D)** Representative hearts (top) and H&E stained sections (bottom) of *Med30* icKO and Ctrl mice at 2 weeks and 4 weeks post-tamoxifen injection. **(E)** Representative M-mode echocardiography of *Med30* icKO and Ctrl mice at 2 weeks and 4 weeks post-tamoxifen injection. **(F-I)** Echocardiographic measurements for *Med30* icKO and Ctrl mice at baseline, 2, 3 and 4 weeks (wks) post-tamoxifen injection by (F) fractional shortening (FS), and left ventricular (LV) internal dimensions at (G) end-diastole (LVIDd) and (H) end-systole (LVIDs), as well as LV posterior wall thickness at the end-diastolic (LVPWd). n = 14 mice per group. **(J-M)** qRT-PCR analysis of cardiac fetal gene markers atrial natriuretic factor (Anf) (J) and B-type natriuretic peptide (Bnp) (K), and profibrotic genes, collagen α1 types I (*Col1a1*) (L) and III (*Col3a1*) (M), in control and icKO mouse hearts at 4 weeks post-tamoxifen injection. Data were normalized to corresponding 18s levels, and icKO is expressed as the fold-change versus control. n = 3. **(N-O)** Representative immunostaining images (N) and quantification analysis (O) of TUNEL staining (green) in heart sections from *Med30* icKO and Ctrl mice at 4 weeks post-tamoxifen injection, using an antibody against α-actinin as cardiomyocyte marker (red). DNA is stained with DAPI (blue). Scale bar: 10 μm. n = 3. Data are represented as the mean ± SEM. *P < 0.05, by 2-tailed Student’s t test, or by the Kaplan-Meier survival analysis.

To assess cardiac function in *Med30* icKO mice, a comprehensive time course of cardiac physiological studies was performed in *Med30* icKO mice and littermate controls. Results revealed a time-dependent decrease in left ventricular (LV) systolic function (percentage of fractional shortening [FS]) in *Med30* icKO mice relative to controls (Fig 4E and 4F). Consistent with histological observations, loss of MED30 in adult cardiomyocytes resulted in LV chamber dilation, as evidenced by a significant increase in end-diastolic LV internal diameter (LVIDd) and end-systolic LV internal diameter (LVIDs) (Fig 4G and 4H), as well as decreased left ventricular posterior wall thickness at end-diastole (LVPWd) (Fig 4I). We did not observe changes in the ratio of left ventricle weight to body weight (LV/BW) or the ratio of left ventricle weight to tibial length (LV/TL) in *Med30* icKO mice, compared to control, at 4-weeks following tamoxifen injection (S5B–S5C Fig). Consistent with molecular evidence of cardiac stress [43], cardiac fetal gene markers atrial natriuretic factor (ANF) and B-type natriuretic peptide (BNP) were significantly increased in hearts of icKO mice at 4 weeks of age (Fig 4J and 4K), as were profibrotic genes Collagen α1 types I (*Col1a1*) and III (*Col3a1*) (Fig 4L and 4M). Although we did not observe cardiac fibrosis by Masson’s trichrome staining (S5D Fig), we observed significant activation of fibroblasts by immunofluorescence staining for periostin (S5E Fig), which is expressed exclusively by fibroblasts or cells that adopt a fibroblast-like phenotype after injury [44], suggesting activation of fibrosis, although collagen had not yet accumulated in myocardium of *Med30* icKO mice. An increased number of TUNEL positive cardiomyocytes was observed in icKO hearts relative to controls at 4-weeks post tamoxifen injection (Fig 4N and 4O), suggesting that loss of MED30 in adult cardiomyocytes caused cardiomyocyte death. Taken together, these results demonstrate that MED30 is essential for adult cardiomyocyte function and viability. Deletion of MED30 in adult cardiomyocytes leads to rapid development of DCM and lethality.

### Transcriptome profile in MED30 icKO hearts

Our studies in developing cardiomyocytes suggested that MED30 was essential for the integrity of the Mediator core (Fig 2). To determine if this is also the case in adult cardiomyocytes, we performed western blot analysis of protein levels of Mediator core subunits in adult cardiomyocytes isolated from *Med30* icKO and control hearts at 4-weeks post tamoxifen injection. Consistent with results in *Med30* cKO hearts, we observed significant decreases in the protein levels of Mediator subunits comprising the Tail (MED16, MED24, MED29), Middle (MED4, MED31 and MED14), and Head (MED8, MED17 and MED18) submodules in *Med30* icKO cardiomyocytes, compared to controls (Fig 5A and 5B). This result suggests that the Mediator core is decreased in MED30 deficient cardiomyocytes. Accordingly, dysregulation of the transcriptome could contribute to the rapid progression of DCM in *Med30* icKO mice.

**Fig 5:**
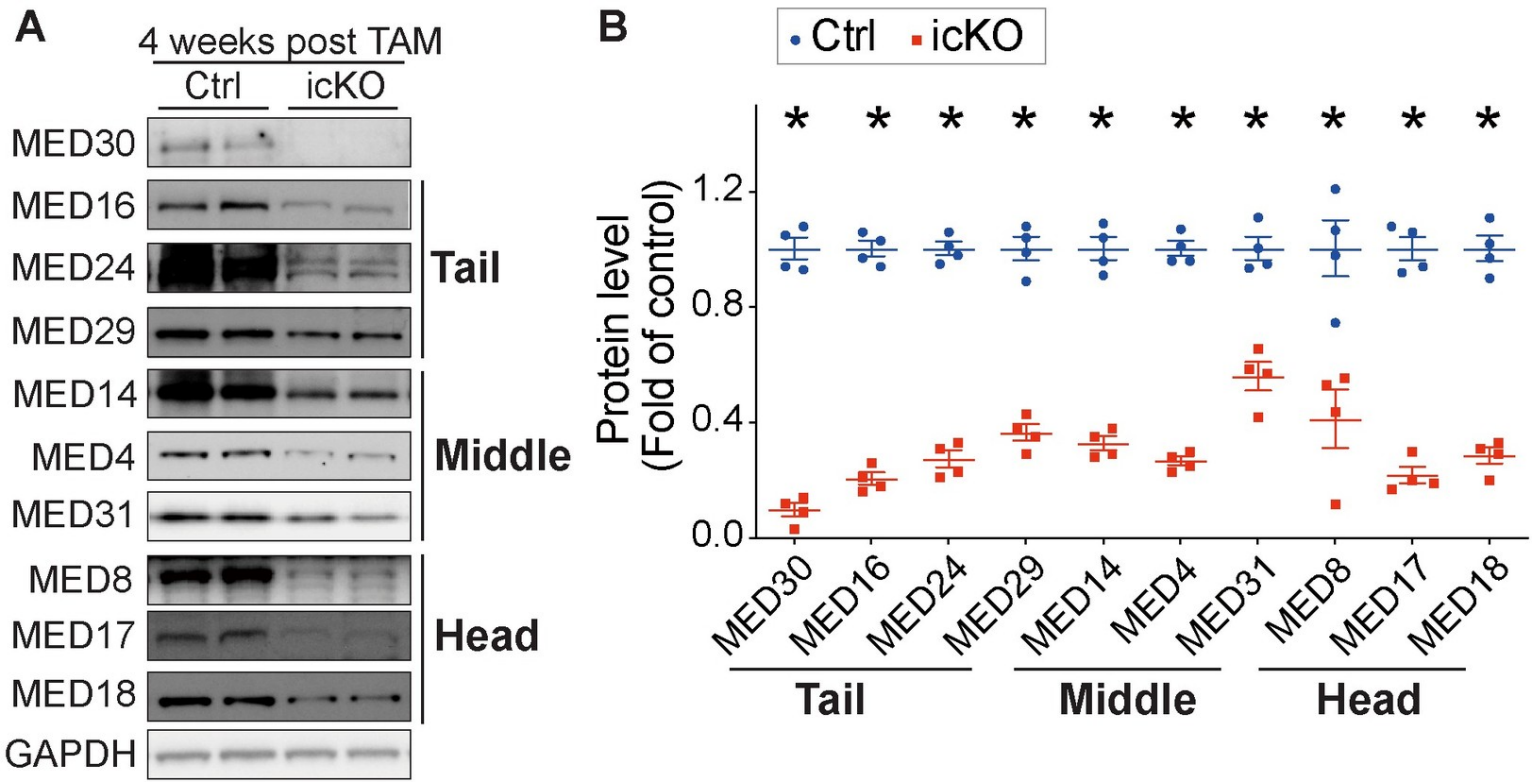
Loss of MED30 results in degradation of Mediator core in adult cardiomyocytes. **(A-B)** Representative immunoblots (A) and quantification analysis (B) of MED30 and MED Tail submodule subunits MED16, MED24, and MED29; MED Middle submodule subunits MED14, MED4 and MED31; MED Head submodule subunits MED8, MED17 and MED18 in adult cardiomyocytes isolated from *Med30* icKO and control (Ctrl) hearts at 4 weeks post-tamoxifen injection. GAPDH served as a loading control. n = 4. Data are represented as the mean ± SEM. *P < 0.05, by 2-tailed Student’s t test.

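Adult cardiomyocytes were isolated from Med30 f/f mice carrying αMHC-MerCreMer, a Cre recombinase activated by tamoxifen (icKO, n = 3 samples), and from Cre-negative Med30 f/f mice (Ctrl, n = 3 samples). Both had received tamoxifen at 40 mg/kg per day for 3 days at 8 weeks of age, and cells were collected 4 weeks after injection. The labels of the deposited samples name heart as the source, while the protocol in the labels and the paper's methods name isolated cardiomyocytes. The authors deposited RPKM for the same 20775 genes, made as for the E10.5 hearts. The reads behind the RPKM, from the spacing of the lowest values, came to 13.2, 17.6 and 17.0 M in Ctrl replicates 1, 2 and 3 and to 16.9, 16.8 and 12.0 M in icKO replicates 1, 2 and 3, and 3 reads on a transcript of 2 kb correspond to an RPKM of 0.0853 to 0.125. The 20 most abundant genes took 24.3%, 24.2% and 24.8% of the summed RPKM in the Ctrl replicates and 10.7%, 12.2% and 11.7% in the icKO replicates. The comparison used limma on log2(RPKM + 0.1) as at E10.5, over the 9517 genes with a mean RPKM above 1 over the 6 samples. With the RPKM as deposited, the median log2 fold change of all genes tested was 0.57, while median-ratio scaling brought it to 0.01, quantile normalization to 0.08 and scaling without the 20 most abundant genes to 0.33. The targeted gene Med30 had 7.66, 7.45 and 7.66 RPKM in Ctrl replicates 1, 2 and 3 and 3.81, 3.16 and 1.82 RPKM in icKO replicates 1, 2 and 3. Its log2 fold change was −1.40 (standard error 0.229, limma adjusted p = 0.000403), and the mean fell by 61.4%.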

To identify genes responsible for the rapidly developed phenotype in *Med30* icKO mice, we performed RNA-seq analysis of RNA extracted from adult cardiomyocytes isolated from *Med30* icKO and control mice at 4-weeks post tamoxifen injection. 

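A mean RPKM above 1 was found for 9115 genes in Ctrl and for 9502 genes in icKO cardiomyocytes, and 8661 genes passed in both groups. Another 454 genes passed in Ctrl alone and 841 in icKO alone. Requiring an RPKM above 1 in every sample left 8275 genes, and a mean RPKM above 1 over all 6 samples was met by 9517 genes. Across the 6 counts that each left out one replicate, from 8635 to 8672 genes were detected in both groups.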

From this analysis, 9517 genes were detected in both mutant and control cardiomyocytes. Of these, 1153 and 1509 were significantly (log2fold > 1, adjust p value < 0.05) up- or downregulated, respectively, in mutant cardiomyocyte relative to controls (Fig 6A). 

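With the RPKM as deposited, 2668 genes were higher and 804 were lower in icKO cardiomyocytes among the 9517 genes tested, at a limma adjusted p under 0.05 and a log2 fold change beyond 1. These counts follow the scaling between samples, which shifts the median of all genes. After median-ratio scaling, 1053 genes were higher and 1511 were lower, after quantile normalization 1192 and 1349, and with scaling without the 20 most abundant genes 1851 and 1055. All 804 genes lower with the RPKM as deposited were also lower after median-ratio scaling. Leaving out one replicate gave from 760 to 856 lower and from 2493 to 2795 higher genes. Among called genes whose groups did not overlap, the largest falls were in Kcnip2, Mylk4 and Ces1d, with log2 fold changes of −7.95, −6.73 and −5.49 (limma adjusted p = 1.93e-07, 1.86e-07 and 6.33e-07). Kcnip2 had 58.4 ± 8.69 RPKM in Ctrl and 0.152 ± 0.113 RPKM in icKO cardiomyocytes (SD, n = 3 each). A value of 3 reads on its transcript corresponds to 0.0805 RPKM at most, so the size of its fold change depends on the pseudocount: it was −5.68 with a pseudocount of 1 and −8.79 with 0.01. The largest rises were in Cnn1, Rnd1 and Lgals3, from 0.167, 0.0733 and 0.102 RPKM in Ctrl to 254.3, 38.0 and 35.3 RPKM in icKO cardiomyocytes. Their log2 fold changes were 9.91, 7.82 and 7.31 (limma adjusted p = 8.11e-08, 8.11e-08 and 4.53e-07), with Ctrl values near 3 reads, and 7.73, 5.18 and 4.89 with a pseudocount of 1.

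**Figure D3:**
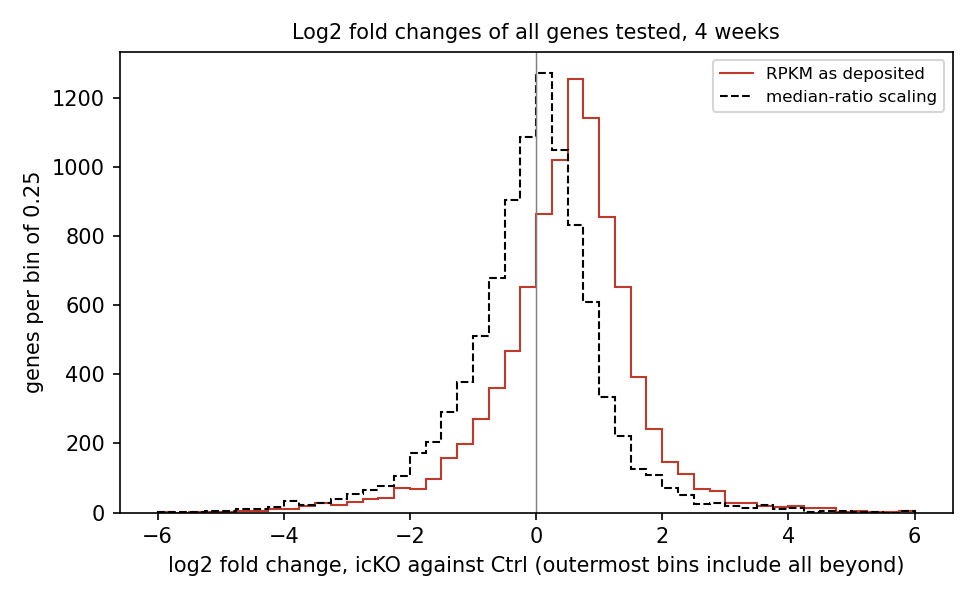
Number of genes by log2 fold change, icKO against Ctrl cardiomyocytes, in bins of 0.25, for the 9517 genes tested. The solid line shows the RPKM as deposited, with a median of 0.57, and the dashed line median-ratio scaling, with a median of 0.01.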

Comparative analysis revealed a significant overlap of down-regulated genes in *Med30* cKO hearts and *Med30* icKO cardiomyocytes (S6 Fig). Among genes that were decreased in cKO hearts, 24 of 45 were also decreased in adult cardiomyocytes with MED30 deletion (S6 Fig), suggesting that MED30 controls a common group of genes in both embryonic and adult cardiomyocytes. By contrast, 21 of 45 genes were uniquely decreased in *Med30* cKO hearts, but not in icKO cardiomyocytes, while 1485 out of 1509 genes were uniquely decreased in *Med30* icKO cardiomyocytes, but not in *Med30* cKO hearts. These results suggest MED30 also controls expression of specific genes in a stage-specific manner.

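Among the 59 genes lower in cKO hearts at E10.5, 40 were also tested at 4 weeks, and 25 of these were lower in icKO cardiomyocytes. Of the 8909 genes tested at both stages, 600 were lower at 4 weeks, so 2.69 shared genes would arise by chance (odds ratio 24.0, Fisher's exact test across genes, two-sided, p = 4.88e-20). Genes are not independent replicates, and in 10000 random lists matched on mean expression the overlap had a median of 4 and a maximum of 14 (permutation test, one-sided p = 1e-04, the smallest these lists can give). The overlap was 22 after median-ratio scaling, 9 without E10.5 Ctrl replicate 3 and 34 without E10.5 cKO replicate 3. With an adjusted p under 0.05 at both stages and no limit on the size of the fall, it was 135. The shared genes included Med30 itself, Gja1, Pln, Myh7, Myh7b and Mb. Mb fell by 2.99 on the log2 scale at E10.5 and by 3.77 at 4 weeks. Across the 8909 genes, the log2 fold changes of both stages had a Pearson r of 0.298 and a Spearman rho of 0.266, as a description of these samples.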

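The 34 genes lower in cKO hearts at E10.5 and not in icKO cardiomyocytes consisted of 15 genes tested at both stages and 19 that did not reach a mean RPKM of 1 over the 6 adult samples. Mycn, Hey2, Tnni2 and Gja5 were among the latter, with means of 0.0303, 1.05, 1.47 and 0.154 RPKM in Ctrl at 4 weeks. The filter includes the icKO samples, and Hey2 and Tnni2 failed it with Ctrl means above 1 RPKM. Their icKO means therefore lay below their Ctrl means, and a fall of Hey2 and Tnni2 at 4 weeks is untested, not excluded. Of the 15, 8 had a log2 fold change below 0 at 4 weeks as well, and 4 of the 40 genes lower at E10.5 and tested at both stages were higher at 4 weeks, with Tnnt3 rising by 5.27 on the log2 scale. In the other direction, 779 genes were lower at 4 weeks and not at E10.5, of which 204 were not tested at E10.5. A gene past the thresholds at one stage alone is not thereby shown to differ between stages.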

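The difference of the knockout effect between stages was tested directly with limma over all 12 samples, as the change in icKO cardiomyocytes less the change in cKO hearts. Of 8909 genes, 6124 had an adjusted p under 0.05 for this difference with the RPKM as deposited, a number that includes the upward shift of the median at 4 weeks, and 4715 did after median-ratio scaling. The difference was −2.94 on the log2 scale for Pln, a larger fall in icKO cardiomyocytes (standard error 0.247, limma adjusted p = 5.40e-07), and −1.03 for Gja1 (standard error 0.279, limma adjusted p = 0.00497). For Myh7 the difference was −0.65 (standard error 0.450, limma adjusted p = 0.210), and −1.33 after median-ratio scaling with an adjusted p of 0.0177 (0.0104 to 0.404 over the alternatives). From the shared and the separate lists of decreased genes, the paper proposes that MED30 controls a common group of genes at both stages and others in a stage-specific manner.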

**Fig 6:**
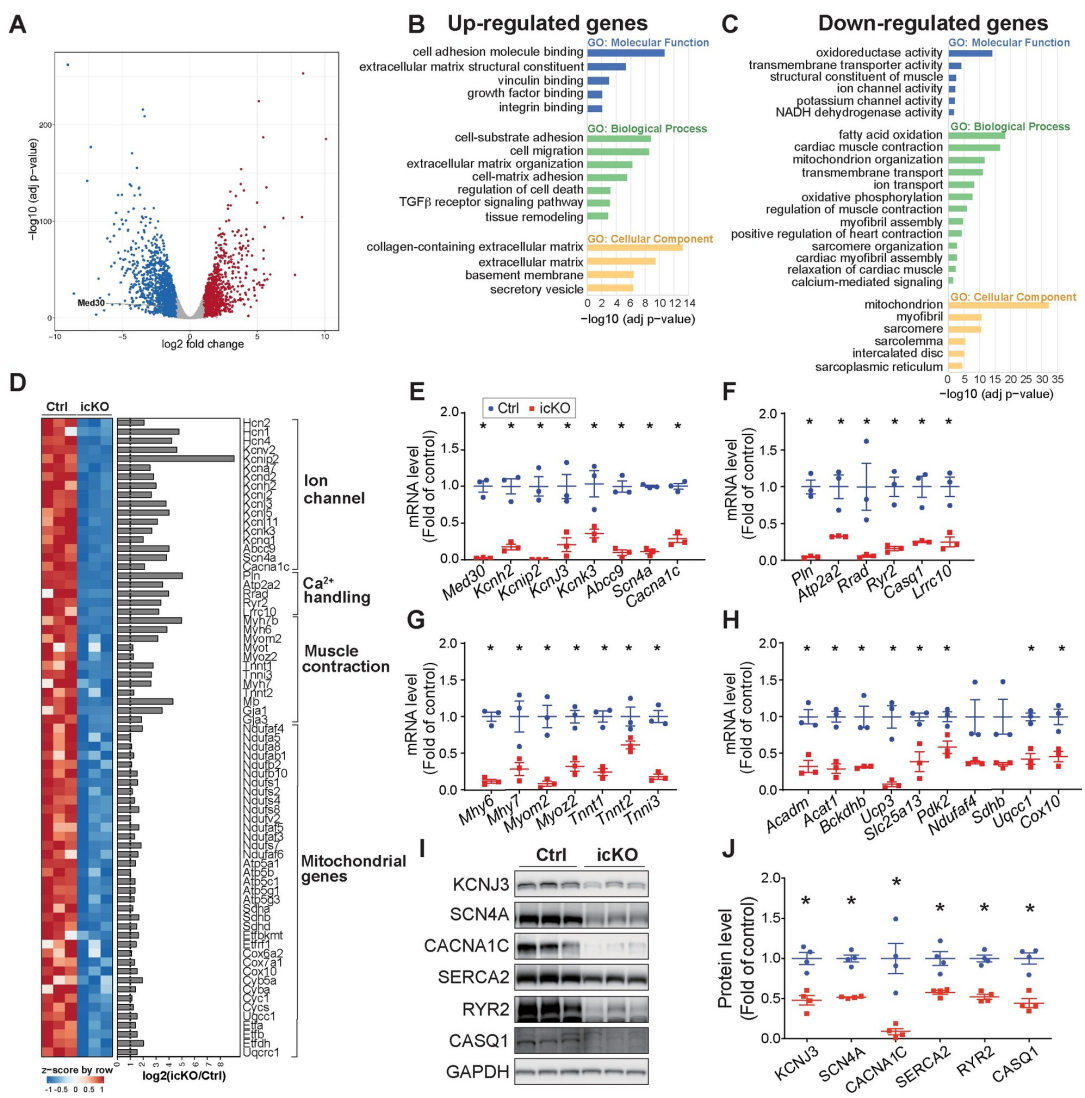
Transcriptome analysis in MED30 deletion adult cardiomyocytes. **(A)** Volcano plot obtained from DESeq2 analysis of gene expression in adult cardiomyocytes isolated from *Med30* icKO versus control hearts at 4 weeks post-tamoxifen injection. Genes with adjusted P<0.05 and log2 (fold change) >1 are considered significantly upregulated or downregulated genes in *Med30* icKO cardiomyocyte. The upregulated or downregulated genes are highlighted in red and blue, respectively. **(B-C)** Gene Ontology (GO) analysis of significantly upregulated (B) and downregulated (C) genes in cardiomyocytes isolated from *Med30* icKO at 4 weeks post-tamoxifen injection. **(D)** Heatmap (left) and bar graph of log2 (fold change) (right) for downregulated genes involved in ion channels, Ca^2+^ handling, muscle contraction and mitochondrial genes. **(E-H)** qRT-PCR validation of RNA-seq data for genes involved in ion channels (E), Ca^2+^ handling (F), muscle contraction (G), and mitochondrial genes (H), in adult cardiomyocytes isolated from *Med30* icKO (red) versus control (Ctrl) (blue) at at 4 weeks post-tamoxifen injection. n = 3. **(I, J)** Representative immunoblots (I) and quantification analysis (J) of KCNJ3, SCN4A, CACNA1C, SERCA2, RYR2 and CASQ1 in adult cardiomyocytes isolated from *Med30* icKO and control (Ctrl) hearts at 4 weeks post-tamoxifen injection. GAPDH served as a loading Ctrl. n = 3. All Data represent mean ± SEM. Statistical significance was based on student’s t test, *, P <0.05.

Clustering of differentially expressed genes by Gene Ontology (GO) gave an overview of known cellular pathways most severely altered in mutant cardiomyocytes. 

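In icKO cardiomyocytes at 4 weeks, 30 of 44 extracellular matrix genes were called higher and 4 lower, with a median log2 fold change of 1.93 against 0.57 for all genes tested (limma camera adjusted p = 0.0628 over 11 lists, and 0.549 with an estimated correlation). Under fry, which does not compare with other genes, the adjusted p was 0.000241. Col1a1, on chromosome 11 of GRCm38 from 94936224 to 94953042, rose from 0.435 ± 0.169 RPKM in Ctrl to 11.4 ± 3.43 RPKM in icKO cardiomyocytes (SD, n = 3 each), a log2 fold change of 4.43 (standard error 0.271, limma adjusted p = 1.23e-06). Postn rose by 5.75 on the log2 scale (standard error 0.195, limma adjusted p = 1.34e-07) and Col3a1 by 3.67 (standard error 0.272, limma adjusted p = 3.25e-06). Among TGFβ pathway genes, 6 of 13 were called higher, with Tgfb2 at a log2 fold change of 4.62, and 1, Tgfbr3, was called lower (limma camera adjusted p = 0.863, direction down relative to other genes and up under fry). Of 19 apoptosis genes, 5 were called higher and 1 lower, with a median log2 fold change of 0.47, below that of all genes (limma camera adjusted p = 0.340, direction down, and up under fry). Integrins had a median of 0.94 (limma camera adjusted p = 0.377) and cell cycle genes one of 0.96 over 6 genes (limma camera adjusted p = 0.454). Nppa, which encodes a natriuretic peptide, rose by 2.81 on the log2 scale (limma adjusted p = 5.29e-06), whereas Nppb had a log2 fold change of 0.55 (limma adjusted p = 0.145) and −0.02 after median-ratio scaling. With a replicate block its adjusted p was 0.0200, within a range of 0.0200 to 0.961 over the alternatives.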

Results revealed that upregulated genes were enriched in pathways related to cardiac remodeling, fibrosis and cell death (Fig 6B), which could potentially explain our observation of increased cardiac fibroblast activation and elevated cell death in *Med30* icKO hearts. Consistent with previous results in *Med30* cKO hearts, some of the most significantly downregulated categories in icKO cardiomyocytes were associated with cardiac muscle contraction and ion channel activity (Fig 6C and 6D). Moreover, we observed a significant number of mitochondrial genes significantly decreased in MED30 deficient adult cardiomyocytes (Fig 6C and 6D), similar to observations with the *Med30* hypomorphic mutation that caused DCM in mice [36]. However, we note that fold-changes in ion channel, Ca^2+^ handling, and muscle contraction genes (log2 fold > 3), which directly control cardiac contractility, were more dramatic than fold-changes in mitochondrial genes (log2 fold <2) (Fig 6D). In particular, ion channel and Ca^2+^ handling genes were decreased by more than 90% (Fig 6D). 

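In icKO cardiomyocytes, 22 of 30 voltage-gated channel genes were called lower and 1 higher, with a median log2 fold change of −1.93 (limma camera adjusted p = 2.58e-15). Of 27 sarcomere genes, 10 were called lower and 2 higher, with a median of −0.72 (limma camera adjusted p = 9.31e-10). The median of the sarcomere list was −1.29 after median-ratio scaling and −0.22 after quantile normalization. With an estimated inter-gene correlation the adjusted p of either list was 0.117, and under fry it was 0.000241 for the channels and 0.000405 for the sarcomere. All 16 ion channel genes shown by name in Fig 6D that passed the filter were called lower with every icKO sample below every Ctrl sample, as were 9 of the 12 muscle contraction genes. By chance, 10% of genes have groups that do not overlap, in either direction. These genes were chosen by the study on the same samples. Myh6, on chromosome 14 of GRCm38 from 54941921 to 54966927, fell by 3.34 on the log2 scale, from 4381 to 439.8 RPKM (limma adjusted p = 3.61e-07), with the reservation that it is closely related to Myh7. Tnnt2 fell by 0.75 (limma adjusted p = 0.000412) with the RPKM as deposited and rose by 0.46 after quantile normalization. Casq1, measured in Fig 6 by qPCR and as protein by Western blot, had a log2 fold change of −1.02 (limma adjusted p = 0.179). It ranged from 9.15 to 49.6 RPKM among Ctrl samples. Without Ctrl replicate 1 its log2 fold change was −1.70 (limma adjusted p = 0.0152), and without icKO replicate 2 it was −1.66 (limma adjusted p = 0.0320). Over all 6 fits without 1 replicate the log2 fold change of Casq1 lay between −1.70 and −0.48, with a limma adjusted p of 0.490 at most.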

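All 37 mitochondrial genes of Fig 6D were lower in every icKO sample than in every Ctrl sample, with a limma adjusted p under 0.05 (by chance, 10% of genes have groups that do not overlap, in either direction), and 15 of them passed the log2 fold change of −1 as well. The smallest fall was that of Ndufv2, at a log2 fold change of −0.51, and the largest that of Etfdh. Etfdh, on chromosome 3 of GRCm38 from 79603788 to 79629500, had 225.8 ± 15.5 RPKM in Ctrl and 80.4 ± 15.7 RPKM in icKO cardiomyocytes (SD, n = 3 each, limma adjusted p = 7.16e-06). A single gene, Atp5b, rose by 0.61 after quantile normalization. The list of 88 nuclear genes of the respiratory chain had a median log2 fold change of −0.27, with 69 below 0 and 10 called lower (limma camera adjusted p = 1.28e-15). The list was not tested without the genes shown in the figure, which the study chose on these samples. Its adjusted p was 0.00327 under fry and 0.488 with an estimated correlation. Genes of the mitochondrial ribosome had a median of 0.11, below the 0.57 of all genes (limma camera adjusted p = 0.00237, direction down, but up under fry with an adjusted p of 0.140). Genes of the cytosolic ribosome had a median of 0.73 (limma camera adjusted p = 8.85e-05, fry adjusted p = 0.000272). The list of all Mediator genes had a median of 0.64 (limma camera adjusted p = 0.183). Of its 33 genes, 10 were called higher and 2 lower. Among the 14 subunits of Fig 2E other than Med30, Med8, Med14, Med15 and Med29 rose by 1.39, 1.78, 2.14 and 1.24 on the log2 scale. Med16 fell by 1.02. Each kept its direction over the alternatives, with a limma adjusted p of 0.00622 at most. In the paper's blots of adult cardiomyocytes, MED8, MED14, MED16 and MED29 protein were all lower.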

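The median log2 fold change in icKO cardiomyocytes was −2.58 for the 16 ion channel genes tested, −2.98 for the 5 Ca2+ handling genes, −2.14 for the 12 muscle contraction genes and −0.87 for the 37 mitochondrial genes. The SD of the median between icKO replicates was 0.257, 0.0762, 0.219 and 0.0581, and in each of the 3 icKO samples the other three medians lay below that of the mitochondrial genes. Relative to all genes tested, the medians were −3.15, −3.55, −2.71 and −1.44. Median-ratio scaling gave −3.14, −3.55, −2.70 and −1.44, and a pseudocount of 1 brought the ion channel genes to −1.98. A log2 fold change below −3 was reached by 7 of 16 ion channel genes, 2 of 5 Ca2+ handling genes and 3 of 12 muscle contraction genes with the RPKM as deposited, and by 9, 5 and 5 of them after median-ratio scaling. Among the 37 mitochondrial genes, a gene below −2 appeared after median-ratio scaling alone, where there was 1. Ucp3, which is not among these 37, had a log2 fold change of −3.93 with the RPKM as deposited. Within the muscle contraction class the values ran from −4.25 in Myh7b to −0.68 in Myot.

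**Figure D4:**
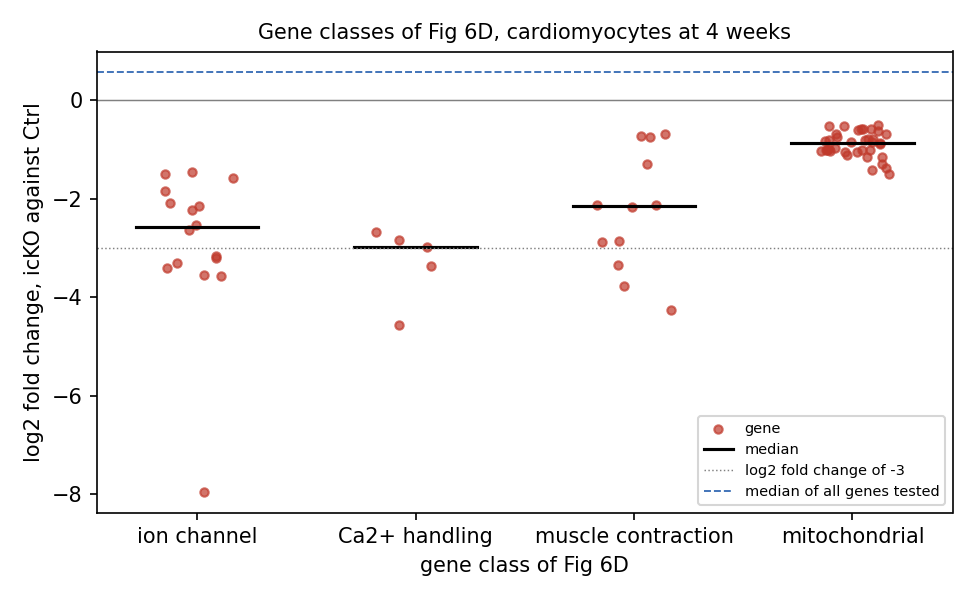
Log2 fold changes of the genes of Fig 6D, icKO against Ctrl cardiomyocytes at 4 weeks, with the RPKM as deposited. Each point is a gene, the bars mark the medians of −2.58, −2.98, −2.14 and −0.87, the dotted line a log2 fold change of −3 and the dashed line the median of all genes tested, 0.57.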

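The mean RPKM fell by more than 90% in 5 of the 16 ion channel genes tested and in 2 of the 5 Ca2+ handling genes, and the class medians fell by 83.2% and 87.3%. After median-ratio scaling, the percent falls were taken from the log2 fold changes instead, where the pseudocount understates those of low genes. By that measure 7 and 4 genes passed 90%, and the class medians fell by 88.7% and by 91.5%. In mean RPKM as deposited, Kcnq1 fell by 64.2% and Kcnip2 fell by 99.7%, the extremes of the ion channel genes. Among Ca2+ handling genes, Lrrc10 fell by 84.4% and Pln fell by 95.7%. Atp2a2, on chromosome 5 of GRCm38 from 122453513 to 122502225, had 3782 ± 69.8 RPKM in Ctrl and 479.0 ± 36.2 RPKM in icKO cardiomyocytes (SD, n = 3 each), a log2 fold change of −2.98 (standard error 0.0814, limma adjusted p = 8.11e-08). Ryr2, on chromosome 13 from 11553102 to 12106945, fell by 2.84 on the log2 scale (standard error 0.0699, limma adjusted p = 8.11e-08). Kcnj3 fell by 3.21 (limma adjusted p = 4.16e-06), Scn4a by 3.17 (limma adjusted p = 1.25e-05) and Cacna1c, which shares bases with Dcp1b on the other strand, by 1.57 (limma adjusted p = 5.57e-07).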

RT-qPCR analyses of *Med30* icKO and control cardiomyocytes further validated RNAseq results (Fig 6E and 6H). We further performed western blot analysis to examine protein levels of KCNJ3, SCN4A, CACNA1C, SERCA2, RYR2 and CASQ1, which are critical for ion homeostasis and Ca^2+^ signaling, in adult cardiomyocytes isolated from *Med30* icKO and control mice at 4-weeks post tamoxifen injection. As shown in Fig 6I and 6J, these proteins were dramatically decreased in MED30 deficient cardiomyocytes.

Given that decreased mitochondrial gene expression in *Med30*^zg/zg^ mutants was postulated to account for observed DCM, as supported by prolongation of survival by several weeks using a ketogenic diet [36] we examined whether a ketogenic diet would rescue the lethality observed in *Med30* icKOs. *Med30* icKO and control mice were fed a ketogenic diet beginning at the time of tamoxifen injection. However, as shown in S7 Fig, *Med30* icKO mice displayed the same lethality on either the ketogenic diet or the control diet. Taken together, our findings demonstrate that MED30 is essential for the stability of the Mediator core and the normal transcriptional network in adult cardiomyocytes. Loss of MED30 in adult cardiomyocytes is catastrophic for heart function.

## Discussion

MED30 is associated with human congenital heart defects [29,34]. *Med30*^zg/zg^ mutant mice display DCM and postnatal lethality. However, the specific role of MED30 in cardiomyocytes is largely unknown. In this study, we generated a floxed *Med30* mouse line and used it to generate constitutive (cKO) and inducible (icKO) *Med30* cardiomyocyte-specific knockout mice. We have demonstrated that MED30 is essential for both developing and adult cardiomyocytes. Deletion of MED30 in cardiomyocytes caused rapid development of lethality in both embryonic and adult stages, with more severe phenotypes than that of *Med30*^zg/zg^ mutants, further supporting that the *Med30*^zg^ allele is a hypomorphic allele.

Loss of MED30 resulted in dramatically decreased proliferation in embryonic cardiomyocytes, and increased apoptosis in adult cardiomyocytes. Similar effects on cell cycle and cell viability have been observed in Med30 knockdown cancer cell lines [45,46]. MED30 is located within the Mediator core. While the assignment to a particular submodule was controversial due to lack to metazoan Mediator structural analysis [18], the newly revealed Mediator structure assigned MED30 to the proximal Tail and modeled de novo [19–23,35]. The small segment containing MED30, MED27, MED28, and MED29 forms proximal part of the Tail module and exhibits extensive interactions with the head submodule [19–23,35], suggesting a critical role for MED30 in the structure of the MED core. Our results demonstrated that loss of MED30 resulted in significantly decreased protein levels of multiple core Mediator subunits of the Head, Middle and Tail submodules, while the kinase module was preserved. These results strongly suggest that MED30 is essential to maintain protein stability of core Mediator subunits, but neither expression nor stability of kinase module subunits.

Our *Med30* cKO and icKO mouse models provided us with a unique opportunity to study the transcriptome in developing and adult heart controlled by the Mediator complex. In RNAseq results from both cKO hearts and icKO cardiomyocytes, we found that genes involved in muscle structure and contractility were significantly decreased. Consistent with results of others studying the hypomorphic *Med30*^zg/zg^ mutant, we also observed that genome-encoded mitochondrial genes were significantly decreased in MED30 deleted adult cardiomyocytes, although more dramatic decreases were observed in genes involved in ion channel, Ca^2+^ handling, and muscle contraction (log2 fold > 3). In *Med30*^zg/zg^ mutants, a ketogenic diet prolonged survival by several weeks, suggesting that decreased expression of mitochondrial genes, which causes the classic mitochondrial cardiomyopathy, contributes at least in part to the DCM of MED30 hypomorphic mutants. However, a ketogenic diet did not provide any beneficial effects on survival of our *Med30* icKO mice, suggesting that MED30 controls other aspects of the critical transcriptional network required for cardiomyocyte survival and function, in addition to mitochondrial genes. Notably, we observed key differences in transcriptome changes following deletion of MED30 between embryonic and adult cardiomyocytes. We observed a small subset of genes was changed in embryonic heart versus a larger subset of genes in adult cardiomyocytes following deletion of MED30. It is of relevance to note that deletion of individual MED subunits in B cell, T cell, and embryonic stem cells (ESC) revealed that only a fraction of genes was affected and that the number of differentially expressed genes was variable in different cell types, although the overall viability of cells was dramatically decreased [35]. Variation in the number of genes affected by MED subunit deletion has also been widely recognized in multiple other cell types, such as deletion of MED23 in mouse embryonic stem cells (ESCs) [47], mouse embryonic fibroblasts (MEFs) [48], mesenchymal stem cells [49], hematopoietic stem cells [50], adult hippocampal neural stem cells (NSCs) [51] and hepatocytes [52]. Another possible explanation for the large difference in the number of genes differentially expressed consequent to MED30 ablation in embryonic versus adult heart, is that, in embryonic heart, RNAseq was performed at E10.5, prior to onset of overt cardiac phenotypes, therefore likely excluding secondary gene changes. However, in adult hearts, RNAseq was performed 4 weeks post tamoxifen injection, as the very rapid onset of cardiomyopathy made it difficult to capture a time point prior to cardiac dysfunction. Thus, the differentially expressed genes observed in adult cardiomyocytes are likely to contain both primary targets and secondary changes that may reflect cardiac dysfunction. A comparison of our data from embryonic heart and adult cardiomyocytes revealed that MED30 controls a common group of genes in both embryonic and adult cardiomyocytes, but also controls expression of distinct subsets of genes in a stage-specific manner (S6 Fig). Genes regulated in a stage-specific manner may account for the distinct phenotypes observed at the two stages. For example, GO term analysis revealed that “muscle cell proliferation” genes were decreased in embryonic *Med30* mutant hearts (Fig 3B), while “regulation of cell death” genes were upregulated in adult *Med30* mutant cardiomyocytes (Fig 6B), consistent with phenotypic data showing proliferative defects in the embryo, and apoptosis in adult cardiomyocytes. Owing to lack of a suitable antibody for ChIP-seq analysis, it remains unknown whether the dysregulated genes we identified in *Med30* cKO hearts and icKO cardiomyocytes are direct or indirect targets of MED30.

Taken together, our study identifies an essential physiological role for MED30 in the stability of the Mediator core complex, and cardiac development and maintenance of normal cardiac morphology and function. Our results provide complementary evidence to cryo-EM analysis and reveal an important role of MED30 in Mediator stability.

## Materials and methods

### Ethical approval

The UCSD animal care personnel maintained all animals, and the IACUC of UCSD approved all experimental procedures. UCSD has an Animal Welfare Assurance document (A3033-01) on file with the Office of Laboratory Animal Welfare and is fully accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International.

### Mouse models

C57BL/6 mice (strain code: 027) were purchased from Charles River Laboratories. FLPase (FLP) mice [B6.SJL-Tg(ACT- FLPe)9205Dym/J, stock no. 005703] were purchased from The Jackson Laboratory. *Med30* floxed mice were generated by homologous recombination. The targeting vector was constructed using a plasmid containing a Neomycin cassette flanked by two Frt sites [53,54]. A 827-bp PCR product containing exon 1 of the mouse *Med30* gene was inserted into the BamHI site flanked by two loxP sites. A 5.2-kb upstream fragment and 3.8-kb downstream fragment were inserted into the vector to serve as 5′ and 3′ homologous arms, respectively. The completed targeting vector was linearized with NotI and electroporated into R1 mouse ES cells derived from 129-SV/J mice (University of California, San Diego Transgenic and Gene Targeting Core). After G418 selection, successfully targeted ES-cell clones were identified by Southern blot analysis after digestion with HindIII. The WT allele generated a 11.1-kb band, whereas the correctly targeted mutant allele generated a 6.5-kb band. One heterozygous recombinant ES clone was identified and microinjected into blastocysts from C57BL/6J mice to generate male chimeras. Male chimeras were bred with female C57BL/6J mice to generate germline-transmitted *Med30* floxed mice (*Med30* ^flox-neo/+^). *Med30* ^flox-neo/+^ mice were then crossed with FLP deleter mice [55] to remove the neomycin gene. *Med30* ^flox/+^ mutant mice were subsequently intercrossed to generate homozygous *Med30* ^flox/flox^ mice. To generate constitutive *Med30* cardiomyocyte-specific knockout (cKO) mice, *Med30* ^flox/flox^ mice were crossed with cardiac Troponin T (cTNT)-Cre transgenic mice [37,56]. The corresponding littermate controls were *Med30* ^flox/flox^ cTNT-Cre negative mice. To generate inducible *Med30* cardiomyocyte-specific knockout (icKO) mice, *Med30* ^flox/flox^ mice were crossed with α-MHC-MerCreMer transgenic mice [42]. Tamoxifen (TAM) (40 mg/kg/day for 3 days) was injected to induce gene ablation in adult cardiomyocytes [57]. Primer sequences for genotyping PCR are listed in S1 Table.

### Animal procedures and echocardiography

Echocardiography was performed as previously described [58,59]. Mice were briefly anesthetized with 1% isoflurane and underwent echocardiography using a FUJIFILM VisualSonics SonoSite Vevo 2100 ultrasound system with a 32- to 55-MHz linear transducer. The percentage of FS was used as an indicator of systolic cardiac function. Measurements of heart rate (HR), LVIDs, and LVIDd were determined from the LV M-mode tracing.

### Histological analysis

Mouse embryos or adult hearts were freshly dissected at various development stages and fixed in ice-cold phosphate buffered saline (PBS) with 4% paraformaldehyde overnight at 4°C. For cryosection, fixed tissues were incubated with concentrations of 5, 10, 15, and 20% sucrose solution diluted in PBS. Dehydrated tissues were embedded in OCT Tissue-Tek (Thermo Fisher Scientific), and cut into 8-μm sections using a Leica CM 3050S cryostat (Leica Microsystems). For paraffin section, after fixation, embryos were dehydrated with a series of 30–100% ethanol, embedded in paraffin, and cut into 8-μm sections by Microtome. Sections were stained with hematoxylin and eosin (H&E) or Masson Trichrome as previously described, and then mounted and imaged using a Hamamatsu NanoZoomer 2.0HT Slide Scanning System [53,60].

### Adult cardiomyocyte isolation

Adult cardiomyocytes were isolated as previously described [61]. Briefly, the heart was removed following isoflurane anesthesia and rinsed in Krebs-Henseleit buffer B (KHB- B) (118 mM NaCl, 4.8 mM KCl, 25 mM HEPES, 1.25 mM K2HPO4, 1.25 mM MgSO4, 11 mM glucose, pH 7.4). The heart was cannulated through the aorta and perfused on a Langendorff apparatus with KHB solution (3 ~ 5 minutes, 37°C), then incubated with KHB enzyme solution (0.5 mg/ml Collagenase Type 2, 0.5 mg/ml Collagenase Type 4, 25 μM Blebbistatin) for 12 minutes at 37°C. After digestion, the heart was perfused with 5 ml KHB solution to wash out the collagenase. The hearts were then minced in KHB solution with 2% BSA, gently agitated, and filtered through a 100μm polyethylene mesh. After settling, cells were centrifuged at 500 rpm at 4°C for 1 min. The pellet was resuspended in KHB solution and collected after centrifuged at 500 rpm at 4°C for 1 min again.

### RNA-seq data analysis

RNA-seq data were analyzed as previously described [61]. Briefly, RNA-seq reads were mapped against the reference mouse genome (GRCm38/mm10) for counting reads and gene expression. RPKM more than 1 was set as the threshold of removing genes with low counts. The DEseq2 v1.12.4 package (under R v3.4) was used to evaluate the reproducibility and perform differential gene expression analysis. Reads counts were normalized and a rlog transformation was applied for distance clustering and principal component analysis. Differentially expressed genes were detected by the default settings of DESeq2. We specified the apeglm method to shrink the log2 fold change, and the Benjamin-Hochberg algorithm to adjust p-value. Log2 fold changes > 1 or < -1 and adjusted p-value < 0.05 were then used to select differentially expressed genes. Gene list enrichment analyses were performed by using DAVID v6.8 (https://david.ncifcrf.gov/).

### Quantitative RT-PCR

Total RNA was extracted from embryonic mouse hearts or isolated cardiomyocytes using TRIzol reagent (Life Technologies, Thermo Fisher Scientific) according to the manufacturer’s recommendations. cDNA was synthesized using MMLV Reverse Transcriptase (Bio-Rad). Primer sequences for quantitative RT-PCR (qRT-PCR) are listed in S2 Table. RT PCR reactions were performed using Real-Time PCR Master Mix (Bio-Rad) in 96-well, low-profile PCR plates in a Bio-Rad CFX96 Thermocycler. Relative transcript abundance was normalized to 18s.

### Protein isolation and Western blot analysis

Total protein extracts were prepared as previously described [62]. Briefly, ground heart tissue or isolated cardiomyocytes were suspended in urea lysis buffer (8 M urea, 2 M thiourea, 3% SDS, 75 mM DTT, 0.03% bromophenol blue, 0.05 M Tris-HCl, pH 6.8). Protein lysates were separated on 4% to 12% SDS-PAGE gels (Life Technologies, Thermo Fisher Scientific) and transferred overnight at 4°C onto PVDF membranes (Bio-Rad). After blocking for 1 hour in TBS containing 0.1% Tween-20 (TBST) and 5% dry milk, the membranes were incubated overnight at 4°C with the indicated primary antibody (listed in S3 Table) in blocking buffer containing 2% dry milk. Blots were washed and incubated with HRP-conjugated secondary antibody generated in rabbit (1:3000) or mouse (1:3000) (Dako) for 1 hour at room temperature. Immunoreactive protein bands were visualized using the ECL reagent (Bio-Rad).

### Co-Immunoprecipitation (IP)

Heart tissue lysates from E10.5 *Med30* cKO or control mouse were rotated overnight at 4°C in 300 μL of IP lysis buffer (Thermo Scientific, 87788) with antibody after taking 5% lysates use for input. 50 μL of PBS-washed protein G magnetic beads (Thermo Scientific,88847) were resuspended after pre-wash 3 times by 0.02% PBST and incubated in lysate–antibody complexes for 4 hours at 4°C. After washing 3 times by using IP lysis buffer, beads were incubated with 100 μL 50mM pH2.8 Glycine, 4× LDS Sample loading buffer (Thermo Scientific, NP0007) and 10× Sample reducing agent (Thermo Scientific, NP0004) incubate with at 70°C for 10 minutes. The immunoprecipitates and input lysate were gel electrophoresed and immunoblotted.

### Immunostaining

Tissues were fixed and dehydrated, as described in the histological analysis. Sections were washed three times by PBS and blocked with block solution (1% BSA and 5% donkey serum in PBST (0.1% Triton in PBS)) for 1h at room temperature (RT). The sections were then incubated with primary antibody solution (1:200) (antibodies were added to block solution) overnight in a humidified chamber at 4°C. The following day, sections were washed three times with PBST and then incubated with secondary antibody (1:200) and DAPI (1:500) (antibodies were added in block solution) for 1.5h at RT. Primary and secondary antibodies are listed in S3 Table. EDU staining was performed by using the Click-i EdU Alexa Fluo 647 Imaging Kit (Invitrogen, Cat.C10340). TUNEL staining was performed by using *In Situ* Cell Death Detection Kit, Fluorescein (Sigma Aldrich, Cat. Roche-11684795910). The procedure followed the manufacturer’s instructions.

### Statistics

Data are presented as means ± SEM unless indicated otherwise. Statistical analysis was performed using GraphPad Prism 6.0 (GraphPad Software, La Jolla, CA) with a two-tailed Student’s *t*-test used for comparisons among groups. Survival data were calculated using Kaplan-Meier survival analysis with a log-rank statistical method. P values of <0.05 were considered statistically significant.

## Supporting information

S1 Fig Generation of *Med30* cardiomyocyte-specific knockout (cKO) mice. (A) Targeting strategy for the generation of *Med30* floxed mice. Neo, neomycin resistance gene; DTA, Diphtheria Toxin A chain gene. Green boxes abutted to the Neo gene indicate FRT sites. (B) Detection of wildtype (+) and targeted (m) alleles by Southern blot analysis. (C) Genotyping analysis for *Med30* floxed allele. (D-E) Representative immunoblots (D) and quantification analysis (E) of MED30 in hearts isolated from *Med30* cKO and control (Ctrl) mice at E9.5. GAPDH served as a loading control. n = 3. Data are represented as the mean ± SEM. *P < 0.05, by 2-tailed Student’s t test.
(TIF) Click here for additional data file.

S2 Fig (Relative to Fig 1) MED30 is essential for early cardiac development. (A) Whole embryonic (top) and heart (middle) morphology (Scale bar: 1 mm), and H&E images (bottom) of *Med30* Ctrl and cKO littermates at E10.5 (Scale bar: 100 mm). n = 3. (B) Representative immunostaining images of TUNEL staining (green) in heart sections from *Med30* cKO and Ctrl mice at E11.5, using an antibody against α-actinin as cardiomyocyte marker (red). DNA is stained with DAPI (blue). Scale bar: 50 μm. n = 3.
(TIF) Click here for additional data file.

S3 Fig (Relative to Fig 2) Loss of MED30 results in degradation of Mediator core in developing cardiomyocytes. (A-B) Representative immunoblots (A) and quantification analysis (B) of MED30, MED4, MED1, MED12, and MED13 in hearts isolated from *Med30* cKO (Blue) and Ctrl (control, Red) embryos at E11.5. GAPDH served as a loading control. n = 3. Data represent mean ± SEM. Statistical significance was based on student’s t test; *, P <0.05.
(TIF) Click here for additional data file.

S4 Fig Injection of tamoxifen to α-MHC-MerCreMer dose not induced mortality or cardiac dysfunction. (A) Kaplan-Meier survival curves of α-MHC-MerCreMer positive (C+) (n = 9) and negative (C-) (n = 5) mice after tamoxifen (TAM) injection. (B-E) Echocardiographic measurements for C- and C+ mice at baseline and 4 weeks post-tamoxifen injection by (B) fractional shortening (FS), and left ventricular (LV) internal dimensions at (C) end-diastole (LVIDd) and (D) end-systole (LVIDs), as well as (E) LV posterior wall thickness at the end-diastolic (LVPWd). n = 5–9 mice per group. Data are represented as the mean ± SEM. *P < 0.05, by 2-tailed Student’s t test.
(TIF) Click here for additional data file.

S5 Fig (Relative to Fig 4) MED30 deletion in adult cardiomyocytes lead to rapidly developed DCM and lethality. (A) qRT-PCR analysis of *Med30* in control (Ctrl) and icKO mouse hearts at 2 weeks post-tamoxifen injection. Data were normalized to corresponding 18s levels, and icKO is expressed as the fold-change versus control. n = 3. (B-C) Ratios of left ventricle weight to body weight (LV/BW) (B) and ratios of left ventricle weight to tibial length (LV/TL) (C) of control (Ctrl) and *Med30* icKO mice at 4 weeks post-tamoxifen injection, n = 8–11 mice per group. (D) Representative section views of Masson’s trichrome-staining of control (Ctrl) whole hearts (Top, left) and *Med30* icKO whole hearts (Top, middle) at 4 weeks post-tamoxifen injection isolated from mice, Masson’s trichrome positive control–stained kidney (Top, right), high-magnification images of the black box area (Bottom); scale bar: 1m (Top) and 50μm (Bottom). (E) Representative immunostaining images of Periostin staining (green) in heart sections from *Med30* icKO and Ctrl mice at 4 weeks post-tamoxifen injection, using an antibody against α-actinin as cardiomyocyte marker (red). DNA is stained with DAPI (blue). Scale bar: 50 μm. n = 3. Data represent mean ± SEM. Statistical significance was based on student’s t test; *, P <0.05.
(TIF) Click here for additional data file.

S6 Fig The overlapping of *Med30* cKO and icKO down-regulated genes. Venn diagram shows overlapping genes between down-regulated genes in *Med30* cKO hearts (green) and icKO cardiomyocytes (brown). 24 overlapping genes were listed.
(TIF) Click here for additional data file.

S7 Fig Ketogenic diet cannot rescue the lethality of *Med30* icKO mice. Kaplan-Meier survival curves of *Med30* icKO and control fed with either normal chow or ketogenic diet (KD). n = 11–14 mice per group.
(TIF) Click here for additional data file.

S1 Table Genotyping primers. (PDF) Click here for additional data file.

S2 Table List of qRT-PCR primers. (PDF) Click here for additional data file.

S3 Table List of Antibodies. (PDF) Click here for additional data file.

S4 Table Excel of numerical data used for graphs. (XLSX) Click here for additional data file.

## References

[1] BruneauBG. Signaling and transcriptional networks in heart development and regeneration. Cold Spring Harb Perspect Biol. 2013;5(3):a008292. doi: 10.1101/cshperspect.a00829223457256PMC3578359

[2] NemerG, NemerM. Regulation of heart development and function through combinatorial interactions of transcription factors. Ann Med. 2001;33(9):604–10. doi: 10.3109/07853890109002106 11817655

[3] UosakiH, CahanP, LeeDI, WangS, MiyamotoM, FernandezL, et al. Transcriptional Landscape of Cardiomyocyte Maturation. Cell Rep. 2015;13(8):1705–16. doi: 10.1016/j.celrep.2015.10.032 26586429PMC4662925

[4] McCulleyDJ, BlackBL. Transcription factor pathways and congenital heart disease. Curr Top Dev Biol. 2012;100:253–77. doi: 10.1016/B978-0-12-387786-4.00008-7 22449847PMC3684448

[5] LiX, Martinez-FernandezA, HartjesKA, KocherJP, OlsonTM, TerzicA, et al. Transcriptional atlas of cardiogenesis maps congenital heart disease interactome. Physiol Genomics. 2014;46(13):482–95. doi: 10.1152/physiolgenomics.00015.2014 24803680PMC4080280

[6] KohliS, AhujaS, RaniV. Transcription factors in heart: promising therapeutic targets in cardiac hypertrophy. Curr Cardiol Rev. 2011;7(4):262–71. doi: 10.2174/157340311799960618 22758628PMC3322445

[7] AkazawaH, KomuroI. Roles of cardiac transcription factors in cardiac hypertrophy. Circ Res. 2003;92(10):1079–88. doi: 10.1161/01.RES.0000072977.86706.23 12775656

[8] MalikS, RoederRG. The metazoan Mediator co-activator complex as an integrative hub for transcriptional regulation. Nat Rev Genet. 2010;11(11):761–72. doi: 10.1038/nrg2901 20940737PMC3217725

[9] AllenBL, TaatjesDJ. The Mediator complex: a central integrator of transcription. Nat Rev Mol Cell Biol. 2015;16(3):155–66. doi: 10.1038/nrm3951 25693131PMC4963239

[10] HolstegeFC, JenningsEG, WyrickJJ, LeeTI, HengartnerCJ, GreenMR, et al. Dissecting the regulatory circuitry of a eukaryotic genome. Cell. 1998;95(5):717–28. doi: 10.1016/s0092-8674(00)81641-4 9845373

[11] MyersLC, GustafssonCM, HayashibaraKC, BrownPO, KornbergRD. Mediator protein mutations that selectively abolish activated transcription. Proc Natl Acad Sci U S A. 1999;96(1):67–72. doi: 10.1073/pnas.96.1.67 9874773PMC15094

[12] KelleherRJ, 3rd, Flanagan PM, Kornberg RD. A novel mediator between activator proteins and the RNA polymerase II transcription apparatus. Cell. 1990;61(7):1209–15. doi: 10.1016/0092-8674(90)90685-8 2163759

[13] BourbonHM. Comparative genomics supports a deep evolutionary origin for the large, four-module transcriptional mediator complex. Nucleic Acids Res. 2008;36(12):3993–4008. doi: 10.1093/nar/gkn349 18515835PMC2475620

[14] GuglielmiB, van BerkumNL, KlapholzB, BijmaT, BoubeM, BoschieroC, et al. A high resolution protein interaction map of the yeast Mediator complex. Nucleic Acids Res. 2004;32(18):5379–91. doi: 10.1093/nar/gkh878 15477388PMC524289

[15] CaiG, ImasakiT, TakagiY, AsturiasFJ. Mediator structural conservation and implications for the regulation mechanism. Structure. 2009;17(4):559–67. doi: 10.1016/j.str.2009.01.016 19368889PMC2673807

[16] TsaiKL, Tomomori-SatoC, SatoS, ConawayRC, ConawayJW, AsturiasFJ. Subunit architecture and functional modular rearrangements of the transcriptional mediator complex. Cell. 2014;157(6):1430–44. doi: 10.1016/j.cell.2014.05.015 24882805PMC4104964

[17] WangX, SunQ, DingZ, JiJ, WangJ, KongX, et al. Redefining the modular organization of the core Mediator complex. Cell Res. 2014;24(7):796–808. doi: 10.1038/cr.2014.64 24810298PMC4085763

[18] VergerA, MonteD, VilleretV. Take Your PIC. Trends Biochem Sci. 2021. doi: 10.1016/j.tibs.2021.05.00834103236

[19] AbdellaR, TalyzinaA, ChenS, InouyeCJ, TjianR, HeY. Structure of the human Mediator-bound transcription preinitiation complex. Science. 2021;372(6537):52–6. doi: 10.1126/science.abg3074 33707221PMC8117670

[20] RengachariS, SchilbachS, AibaraS, DienemannC, CramerP. Structure of the human Mediator-RNA polymerase II pre-initiation complex. Nature. 2021;594(7861):129–33. doi: 10.1038/s41586-021-03555-7 33902108

[21] ChenX, QiY, WuZ, WangX, LiJ, ZhaoD, et al. Structural insights into preinitiation complex assembly on core promoters. Science. 2021;372(6541). doi: 10.1126/science.aba849033795473

[22] ChenX, YinX, LiJ, WuZ, QiY, WangX, et al. Structures of the human Mediator and Mediator-bound preinitiation complex. Science. 2021;372(6546). doi: 10.1126/science.abg063533958484

[23] ZhaoH, YoungN, KalchschmidtJ, LiebermanJ, El KhattabiL, CasellasR, et al. Structure of mammalian Mediator complex reveals Tail module architecture and interaction with a conserved core. Nat Commun. 2021;12(1):1355. doi: 10.1038/s41467-021-21601-w33649303PMC7921410

[24] BertiL, MittlerG, PrzemeckGK, StelzerG, GunzlerB, AmatiF, et al. Isolation and characterization of a novel gene from the DiGeorge chromosomal region that encodes for a mediator subunit. Genomics. 2001;74(3):320–32. doi: 10.1006/geno.2001.6566 11414760

[25] MunckeN, JungC, RudigerH, UlmerH, RoethR, HubertA, et al. Missense mutations and gene interruption in PROSIT240, a novel TRAP240-like gene, in patients with congenital heart defect (transposition of the great arteries). Circulation. 2003;108(23):2843–50. doi: 10.1161/01.CIR.0000103684.77636.CD 14638541

[26] AsadollahiR, OnedaB, ShethF, Azzarello-BurriS, BaldingerR, JosetP, et al. Dosage changes of MED13L further delineate its role in congenital heart defects and intellectual disability. Eur J Hum Genet. 2013;21(10):1100–4. doi: 10.1038/ejhg.2013.17 23403903PMC3778355

[27] ChenCP, ChenYY, ChernSR, WuPS, SuJW, ChenYT, et al. Prenatal diagnosis and molecular cytogenetic characterization of de novo partial trisomy 12q (12q24.21—>qter) and partial monosomy 6q (6q27—>qter) associated with coarctation of the aorta, ventriculomegaly and thickened nuchal fold. Gene. 2013;516(1):138–42. doi: 10.1016/j.gene.2012.12.051 23266815

[28] SchianoC, CasamassimiA, VietriMT, RienzoM, NapoliC. The roles of mediator complex in cardiovascular diseases. Biochim Biophys Acta. 2014;1839(6):444–51. doi: 10.1016/j.bbagrm.2014.04.012 24751643

[29] NapoliC, SchianoC, SoricelliA. Increasing evidence of pathogenic role of the Mediator (MED) complex in the development of cardiovascular diseases.Biochimie. 2019;165:1–8. doi: 10.1016/j.biochi.2019.06.014 31255603

[30] TrehanA, BradyJM, MaduroV, BoneWP, HuangY, GolasGA, et al. MED23-associated intellectual disability in a non-consanguineous family. Am J Med Genet A. 2015;167(6):1374–80. doi: 10.1002/ajmg.a.37047 25845469PMC5671761

[31] Au YeungSL, LinSL, LamHS, SchoolingCM. Effect of l-arginine, asymmetric dimethylarginine, and symmetric dimethylarginine on ischemic heart disease risk: A Mendelian randomization study. Am Heart J. 2016;182:54–61. doi: 10.1016/j.ahj.2016.07.021 27914500

[32] Basel-VanagaiteL, Smirin-YosefP, EssakowJL, TzurS, LagovskyI, MayaI, et al. Homozygous MED25 mutation implicated in eye-intellectual disability syndrome. Hum Genet. 2015;134(6):577–87. doi: 10.1007/s00439-015-1541-x 25792360

[33] LealA, MoreraB, Del ValleG, HeussD, KayserC, BerghoffM, et al. A second locus for an axonal form of autosomal recessive Charcot-Marie-Tooth disease maps to chromosome 19q13.3. Am J Hum Genet. 2001;68(1):269–74. doi: 10.1086/316934 11112660PMC1234926

[34] ChenCP, LinMH, ChenYY, ChernSR, ChenYN, WuPS, et al. Prenatal diagnosis and array comparative genomic hybridization characterization of interstitial deletions of 8q23.3-q24.11 and 8q24.13 associated with Langer-Giedion syndrome, Cornelia de Lange syndrome and haploinsufficiency of TRPS1, RAD21 and EXT1. Taiwan J Obstet Gynecol. 2015;54(5):592–6. doi: 10.1016/j.tjog.2015.08.013 26522117

[35] El KhattabiL, ZhaoH, KalchschmidtJ, YoungN, JungS, Van BlerkomP, et al. A Pliable Mediator Acts as a Functional Rather Than an Architectural Bridge between Promoters and Enhancers. Cell. 2019;178(5):1145–58 e20. doi: 10.1016/j.cell.2019.07.011 31402173PMC7533040

[36] KrebsP, FanW, ChenYH, TobitaK, DownesMR, WoodMR, et al. Lethal mitochondrial cardiomyopathy in a hypomorphic Med30 mouse mutant is ameliorated by ketogenic diet. Proc Natl Acad Sci U S A. 2011;108(49):19678–82. doi: 10.1073/pnas.1117835108 22106289PMC3241770

[37] JiaoK, KulessaH, TompkinsK, ZhouY, BattsL, BaldwinHS, et al. An essential role of Bmp4 in the atrioventricular septation of the mouse heart. Genes Dev. 2003;17(19):2362–7. doi: 10.1101/gad.1124803 12975322PMC218073

[38] CharronJ, MalynnBA, FisherP, StewartV, JeannotteL, GoffSP, et al. Embryonic lethality in mice homozygous for a targeted disruption of the N-myc gene. Genes Dev. 1992;6(12A):2248–57. doi: 10.1101/gad.6.12a.2248 1459450

[39] HarmelinkC, PengY, DeBenedittisP, ChenH, ShouW, JiaoK. Myocardial Mycn is essential for mouse ventricular wall morphogenesis. Dev Biol. 2013;373(1):53–63. doi: 10.1016/j.ydbio.2012.10.005 23063798PMC3508168

[40] KoibuchiN, ChinMT. CHF1/Hey2 plays a pivotal role in left ventricular maturation through suppression of ectopic atrial gene expression. Circ Res. 2007;100(6):850–5. doi: 10.1161/01.RES.0000261693.13269.bf 17332425

[41] ShengJJ, JinJP. TNNI1, TNNI2 and TNNI3: Evolution, regulation, and protein structure-function relationships. Gene. 2016;576(1 Pt 3):385–94.2652613410.1016/j.gene.2015.10.052PMC5798203

[42] SohalDS, NghiemM, CrackowerMA, WittSA, KimballTR, TymitzKM, et al. Temporally regulated and tissue-specific gene manipulations in the adult and embryonic heart using a tamoxifen-inducible Cre protein. Circ Res. 2001;89(1):20–5. doi: 10.1161/hh1301.092687 11440973

[43] HeinekeJ, MolkentinJD. Regulation of cardiac hypertrophy by intracellular signalling pathways. Nat Rev Mol Cell Biol. 2006;7(8):589–600. doi: 10.1038/nrm1983 16936699

[44] Moore-MorrisT, Guimaraes-CamboaN, YutzeyKE, PuceatM, EvansSM. Cardiac fibroblasts: from development to heart failure. J Mol Med (Berl). 2015;93(8):823–30. doi: 10.1007/s00109-015-1314-y 26169532PMC4512919

[45] SyringI, WeitenR, MullerT, SchmidtD, SteinerS, KristiansenG, et al. The Contrasting Role of the Mediator Subunit MED30 in the Progression of Bladder Cancer. Anticancer Res. 2017;37(12):6685–95. doi: 10.21873/anticanres.12127 29187445

[46] SyringI, WeitenR, MullerT, SchmidtD, SteinerS, MullerSC, et al. The knockdown of the mediator complex subunit MED30 suppresses the proliferation and migration of renal cell carcinoma cells. Ann Diagn Pathol. 2018;34:18–26. doi: 10.1016/j.anndiagpath.2017.12.008 29661722

[47] ZhuW, YaoX, LiangY, LiangD, SongL, JingN, et al. Mediator Med23 deficiency enhances neural differentiation of murine embryonic stem cells through modulating BMP signaling. Development. 2015;142(3):465–76. doi: 10.1242/dev.112946 25564654

[48] YinJW, LiangY, ParkJY, ChenD, YaoX, XiaoQ, et al. Mediator MED23 plays opposing roles in directing smooth muscle cell and adipocyte differentiation. Genes Dev. 2012;26(19):2192–205. doi: 10.1101/gad.192666.112 22972934PMC3465740

[49] LiuZ, YaoX, YanG, XuY, YanJ, ZouW, et al. Mediator MED23 cooperates with RUNX2 to drive osteoblast differentiation and bone development. Nat Commun. 2016;7:11149. doi: 10.1038/ncomms1114927033977PMC4821994

[50] ChenX, ZhaoJ, GuC, CuiY, DaiY, SongG, et al. Med23 serves as a gatekeeper of the myeloid potential of hematopoietic stem cells. Nat Commun. 2018;9(1):3746. doi: 10.1038/s41467-018-06282-230218073PMC6138688

[51] ChenGY, ZhangS, LiCH, QiCC, WangYZ, ChenJY, et al. Mediator Med23 Regulates Adult Hippocampal Neurogenesis. Front Cell Dev Biol. 2020;8:699. doi: 10.3389/fcell.2020.0069932850819PMC7403405

[52] WangZ, CaoD, LiC, MinL, WangG. Mediator MED23 regulates inflammatory responses and liver fibrosis. PLoS Biol. 2019;17(12):e3000563. doi: 10.1371/journal.pbio.300056331805036PMC6917294

[53] LiangX, ZhouQ, LiX, SunY, LuM, DaltonN, et al. PINCH1 plays an essential role in early murine embryonic development but is dispensable in ventricular cardiomyocytes. Mol Cell Biol. 2005;25(8):3056–62. doi: 10.1128/MCB.25.8.3056-3062.2005 15798193PMC1069610

[54] WuT, MuY, BogomolovasJ, FangX, VeeversJ, NowakRB, et al. HSPB7 is indispensable for heart development by modulating actin filament assembly. Proc Natl Acad Sci U S A. 2017;114(45):11956–61. doi: 10.1073/pnas.1713763114 29078393PMC5692592

[55] RodriguezCI, BuchholzF, GallowayJ, SequerraR, KasperJ, AyalaR, et al. High-efficiency deleter mice show that FLPe is an alternative to Cre-loxP. Nat Genet. 2000;25(2):139–40. doi: 10.1038/75973 10835623

[56] HiraiM, AritaY, McGladeCJ, LeeKF, ChenJ, EvansSM. Adaptor proteins NUMB and NUMBL promote cell cycle withdrawal by targeting ERBB2 for degradation. J Clin Invest. 2017;127(2):569–82. doi: 10.1172/JCI91081 28067668PMC5272190

[57] ZhouY, ChenZ, ZhangL, ZhuM, TanC, ZhouX, et al. Loss of Filamin C Is Catastrophic for Heart Function. Circulation. 2020;141(10):869–71. doi: 10.1161/CIRCULATIONAHA.119.044061 32150467PMC7583669

[58] AndersonDJ, KaplanDI, BellKM, KoutsisK, HaynesJM, MillsRJ, et al. NKX2-5 regulates human cardiomyogenesis via a HEY2 dependent transcriptional network. Nat Commun. 2018;9(1):1373. doi: 10.1038/s41467-018-03714-x29636455PMC5893543

[59] ZhangZ, MuY, VeeversJ, PeterAK, MansoAM, BradfordWH, et al. Postnatal Loss of Kindlin-2 Leads to Progressive Heart Failure. Circ Heart Fail. 2016;9(8). doi: 10.1161/CIRCHEARTFAILURE.116.00312927502369PMC4979611

[60] ZhengM, ChengH, LiX, ZhangJ, CuiL, OuyangK, et al. Cardiac-specific ablation of Cypher leads to a severe form of dilated cardiomyopathy with premature death. Hum Mol Genet. 2009;18(4):701–13. doi: 10.1093/hmg/ddn400 19028670PMC2722217

[61] LiuC, SpinozziS, ChenJY, FangX, FengW, PerkinsG, et al. Nexilin Is a New Component of Junctional Membrane Complexes Required for Cardiac T-Tubule Formation. Circulation. 2019;140(1):55–66. doi: 10.1161/CIRCULATIONAHA.119.039751 30982350PMC6889818

[62] FangX, BogomolovasJ, WuT, ZhangW, LiuC, VeeversJ, et al. Loss-of-function mutations in co-chaperone BAG3 destabilize small HSPs and cause cardiomyopathy. J Clin Invest. 2017;127(8):3189–200. doi: 10.1172/JCI94310 28737513PMC5531406

# Supplementary material for: Mediator complex proximal Tail subunit MED30 is critical for Mediator core stability and cardiomyocyte transcriptional network
**Source:** PLoS Genet. 2021 Sep 10;17(9):e1009785. doi: 10.1371/journal.pgen.1009785
**Supplement:** S1 Table

## S1 Table. Genotyping primers

Genomic DNA was extracted from mouse tails as previously described (55) , and polymerase chain reaction (PCR) was used to genotype the offspring using the following gene-specific primers (from 5' to 3'):

| Primer for PCR:        |                        |                        |
|------------------------|------------------------|------------------------|
| Gene                   | Forward                | Reverse                |
| Med30 floxed           | TTACCCCATACCTGGAAGACCT | GACACTTCTAGCGGTAATGAGC |
| Tnnt-Cre               | GCACTCCAGCTTGGTTCCCGA  | TACTCAAGAACTACGGGCTGC  |
| $\alpha$ MHC-MerCreMer | GCCATAGGCTACGGTGTAAG   | GTTGGTCAATAAGCCCATCATT |

# Supplementary material for: Mediator complex proximal Tail subunit MED30 is critical for Mediator core stability and cardiomyocyte transcriptional network
**Source:** PLoS Genet. 2021 Sep 10;17(9):e1009785. doi: 10.1371/journal.pgen.1009785
**Supplement:** S3 Table

**S3 Table. List of Antibodies**

| <b>Antibody</b>         | <b>Source, Cat. No</b>                 | <b>Antibody</b>                                 | <b>Source, Cat. No</b>           |
|-------------------------|----------------------------------------|-------------------------------------------------|----------------------------------|
| donkey anti-rabbit A488 | Thermo Fisher Scientific, A21206       | goat anti-chicken A488                          | Thermo Fisher Scientific, A11039 |
| donkey anti-rabbit A647 | Thermo Fisher Scientific, A31573       | donkey anti-rabbit A546                         | Thermo Fisher Scientific, A10040 |
| donkey anti-goat A546   | Thermo Fisher Scientific, A11056       | donkey anti-mouse A546                          | Thermo Fisher Scientific, A10036 |
| donkey anti-mouse A647  | Thermo Fisher Scientific, A31571       | Anti-Sarcomeric Alpha Actinin-RABBIT Monoclonal | Abcam, ab68167                   |
| RYR2                    | AbClonal, A0298                        | NKX2.5                                          | Santa Cruz Biotech, sc-8697      |
| MED30                   | Made from Dr. Thomas G. Boyer lab (35) | GAPDH                                           | Santa Cruz, sc-32233             |
| ATP2A2 / SERCA2         | AbClonal, A1097                        | MED14 (CRSP2/DRIP150)                           | Bethyl, A301-044A                |
| MED31                   | Proteintech, 16590-1-AP                | MED8                                            | Proteintech, 12182-1-AP          |
| MED29                   | Abcam, ab177451                        | MED1                                            | Bethyl                           |
| MED6                    | Proteintech, 15338-1-AP                | MED20                                           | Proteintech, 17598-1-AP          |
| MED23/CRSP3             | Bethyl, A300-425A-T                    | MED16                                           | Bethyl, A303-668A-T              |
| MED17                   | Life tech, PA530314                    | MED18                                           | Bethyl, A300-777A                |
| MED12                   | Bethyl, A300-774A                      | MED15                                           | Bethyl, A301-278A-T              |
| TRAP100/MED24           | Bethyl, A301-472A                      | THRAP1/MED13                                    | Bethyl, A301-278A-T              |
| MED4                    | Made from Dr. Thomas G. Boyer lab (35) | KCNJ3                                           | Alomone labs, APC-005            |
| SCN4A                   | Alomone labs, ASC-020                  | CASQ1                                           | Santa Cruz, sc-28274             |
| CACNA1C                 | Alomone labs, ACC-003                  |                                                 |                                  |

How the deposited data were processed for this re-analysis (not part of the article)

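RNA was sequenced from hearts of E10.5 embryos (3 Ctrl and 3 cKO samples) and from adult cardiomyocytes isolated 4 weeks after tamoxifen injection (3 Ctrl and 3 icKO samples). Ctrl mice carried no Cre, so an effect of Cre itself is not separated from the loss of Med30. Each stage has 1 deposited table of 20775 genes by symbol. Per sample it holds RPKM, which the authors made by mapping reads to GRCm38 and counting them per gene. The mapper, the gene annotation and the reads that RPKM were scaled to are not stated, and no RPKM filter was applied to the deposited tables. The tables also hold a log2 fold change and an FDR per gene, which the authors computed with DESeq2 and Benjamini-Hochberg adjustment. The authors' mean RPKM column equals the mean of the 6 samples within rounding. The log2 fold changes and FDR values of the authors entered no fit and are compared with the values here in the closing section alone.

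Reads per library were estimated from the RPKM and the annotated gene lengths, as the depth at which values of up to 12 reads lie nearest to whole reads. Tested on 3 simulated libraries, the largest error of this depth was 0.0429%. Over the 12 samples, 63.2% to 72.0% of the values used lay within 0.1 of a whole read, against 20% by chance. Of the genes listed, 20658 (99.4%) were matched to the GRCm38 annotation, 118 of them by an older symbol. The RPKM that corresponds to 3 reads was taken as the floor. It gives the error of counting alone, and the spread between samples is larger.

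Each stage was fitted on its own with limma 3.58.1 (lmFit, eBayes with trend) under R 4.3.3, on log2(RPKM + 0.1), for genes with a mean RPKM above 1 over the 6 samples. P values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p under 0.05 with a log2 fold change beyond 1. An exact permutation test of 3 samples against 3 cannot give a two-sided p under 0.1, so single genes were tested with limma. Adjusted p values of genes and of gene lists in the passages are limma's. For the 14 Mediator subunits of Fig 2E other than Med30, p values were also adjusted over the list alone. Lists of genes were tested with limma's camera (inter-gene correlation 0.01), with adjustment over the 11 lists of a stage: cell cycle, sarcomere, voltage-gated channels, nuclear genes of the respiratory chain, mitochondrial ribosome, cytosolic ribosome, extracellular matrix, TGFβ pathway, integrins, apoptosis and all Mediator genes. The genes lower at both stages were compared with Fisher's exact test and with 10000 random lists matched on mean expression. The difference of the knockout effect between stages was a contrast in a limma fit of all 12 samples. It is reported for the subunits of Fig 2E and the 7 genes named at E10.5 that were tested at both stages.

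The genes named are those that the paper names or shows by name from RNA-seq, Med12 and Med13, the genes of marker lists where a list is tested, and per stage the 3 genes with the largest log2 fold change in each direction among called genes whose groups do not overlap. Others are named as chosen after their values were seen. Marker lists were written for fibroblasts, endothelial, endocardial, epicardial and mural cells, macrophages, erythroid cells and sex-linked genes. Lists of p53 targets, of immediate early and heat shock genes and of RNA polymerase II subunits were added after names of higher genes had been seen in the authors' table, and a list of abundant sarcomere transcripts was added before its values were looked at.

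On simulated tables with 200 genes changed, the fits called 168 of them (84%) with 4 false calls at E10.5 and 178 (89%) with 3 false calls at 4 weeks. The contrast between stages called 178 of 200 with 15 false calls. With no gene changed, the fits of either stage called 0 genes.

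The alternatives were pseudocounts of 1 and 0.01, no RPKM filter, a mean RPKM above 5, an RPKM above 1 in at least 3 samples, median-ratio scaling, quantile normalization, scaling without the 20 most abundant genes, eBayes without a trend, sample weights, a test against a fold change of 1.2 (treat), the replicate number as a block, and the omission of each replicate in turn. For gene lists they were an inter-gene correlation estimated from the data, fry, and the replicate number as a block. All of these were set before the data were examined. Scaling without the 200 most abundant genes was added later. Tables were read and summarised with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. A test on read counts was not run, since the tables hold RPKM. The qPCR, Western blot, histology and echocardiography results are not analysed here.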

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

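The tests of handling stress, of the number of p53 targets past the threshold, of the scaling behind the stage differences, of all explanations for genes at 4 weeks and of single libraries were chosen after the results were seen. No group holds 4 samples or more, so no sample was tested for its distance from the others.

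The effect of the knockout differed between stages (adjusted p under 0.05 in the contrast of all 12 samples) for 13 of the 18 listed genes tested at both stages. The change at 4 weeks less that at E10.5 was −1.03 for Gja1, −2.94 for Pln, 1.63 for Med8, 1.47 for Med14, 2.04 for Med15, 1.35 for Med29, 0.70 for Med1, 1.08 for Med4, 0.95 for Med6, 0.62 for Med17, 0.97 for Med18, 0.89 for Med20 and 1.56 for Med30. Of the 100 pairs of splits of the samples, 1 gave as many of these genes, the real one, and others that kept the real groups at 4 weeks gave up to 12, so this count rests largely on the changes at 4 weeks. The deposited RPKM carry an upward shift at 4 weeks, and the authors' scaling was weighed as an explanation. With median-ratio scaling 9 of the 18 genes passed the threshold. Of the 13 above, these were 6, namely Gja1, Pln, Med8, Med14, Med15 and Med29, at −1.71, −3.63, 0.96, 0.79, 1.36 and 0.70. The other 7, Med1, Med4, Med6, Med17, Med18, Med20 and Med30, gave 0 past it (1, Med30, had an unadjusted p under 0.05), so for these 7 the scaling may account for the call. Both groups were formed by this outcome. The scaling also brought 3 genes past the threshold that had not passed it, Med16 (−1.01, adjusted p = 0.000117, 0.000112 to 0.403 over the alternatives), Med24 (−0.68, adjusted p = 0.00282, 0.00237 to 0.999) and Myh7 (−1.33, adjusted p = 0.0177, 0.0104 to 0.404), so which genes differ depends on the scaling. Without 1 replicate, Med20 reached an adjusted p of 0.100. The stages also differ in tissue, age and Cre line, with hearts in one case and isolated cells in the other. These were not tested, and a difference between stages in how transcripts respond to loss of Med30 is a hypothesis for the 6 genes that passed the threshold in both cases.

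In E10.5 hearts, signals outside the genes that the paper discusses were rises of Cdkn1a by 2.54, Eda2r by 2.08, Nptx2 by 1.96 and Polr2a by 1.1197 on the log2 scale. Polr2a was chosen after its values were seen. For the 3 with the largest changes, the smallest log2 fold change with 1 replicate left out was 1.67, so a single library does not make them, though the calls of Eda2r and Nptx2 were lost in 4 of 6 such fits each. Cdkn1a varied between cKO samples, from 13.0 to 40.5 RPKM. Cdkn1a and Eda2r are listed p53 targets. Of 33 listed targets tested, 8 were higher at an adjusted p under 0.05 (Cdkn1a, Eda2r, Polk, Zmat3, Mdm2, Ccng1, Phlda3 and Aen) and 0 lower, where 0.285 higher ones would arise by chance. The 30 listed targets tested and not called had a camera p of 5.17e-13. The list was written after names of some higher genes had been seen. Of the 27 tested targets whose names had not been seen, 4 were higher at an adjusted p under 0.05 against 0.233 by chance (Fisher's exact test across genes, which are not independent, p = 7.86e-05), and 12 at an unadjusted p under 0.05 against 1.19. The 4 became 7 to 9 under the other scalings, and 1 without Ctrl 1, 0 without Ctrl 2, Ctrl 3, cKO 1 or cKO 2 and 6 without cKO 3, with 10 to 16 at an unadjusted p under 0.05 in these fits. As a set these 27 had an unadjusted p of 0.0777 with an estimated correlation and of 0.0590 under fry. The targets thus rose as a p53 response would have it, which is a candidate explanation for the rises of Cdkn1a and Eda2r, found and tested on the same data. Immediate early and heat shock genes had a camera p of 0.690, with 7 of 13 higher, which leaves stress during collection open, since the genes go both ways. For Polr2a (18.4 ± 3.11 RPKM in Ctrl, 39.7 ± 1.31 in cKO hearts, SD, n = 3 each, limma adjusted p = 0.00540), a rise of all RNA polymerase II subunits was weighed: the median of the other Polr2 genes was −0.10, so the rise was not shared by the subunits as a group. The knockout is the biological explanation the design gives, and it stays a hypothesis. All cKO samples carried Tnnt-Cre and no Ctrl sample did. An effect of Cre itself on these genes, the p53 targets among them, is therefore not separated from the loss of Med30. The paper tested Cre without a floxed allele in the adult line, by survival and heart function.

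In adult cardiomyocytes, the signals outside the genes discussed were falls of Mylk4 (−6.73) and Ces1d (−5.49) and rises of Cnn1 (9.91), Rnd1 (7.82), Lgals3 (7.31) and Polr2a (4.32). Polr2a was chosen after its values were seen. For the first 5 of these, the smallest log2 fold change with 1 replicate left out was 5.19 in size, which argues against a single library. Cnn1 is a marker of mural cells, whose abundant transcript Acta2 had a log2 fold change of −0.39 and whose Tagln reached 4.15 RPKM in icKO cardiomyocytes against 254.3 RPKM of Cnn1, so mural cells in the preparations do not account for it. Lgals3 is high in macrophages, but the most abundant macrophage transcript tested, Lyz2, stood at 2.97 RPKM in icKO cardiomyocytes against 35.3 RPKM of Lgals3. Polr2a rose from 8.28 ± 1.07 to 166.5 ± 18.8 RPKM (SD, n = 3 each, limma adjusted p = 8.11e-08). The median of the other Polr2 genes was 0.73, or 0.16 above all genes (SD between replicates 0.07), and the lowest log2 fold change of Polr2a under the other scalings was 3.75, so neither a rise of all subunits nor the scaling accounts for its size. What remains is a rise or fall in the cardiomyocytes themselves or in another cell type, which was not tested further. Cardiomyocyte changes after loss of Med30 are a hypothesis here, found and tested on the same data.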

How the results depend on the processing

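Scaling without the 200 most abundant genes was chosen after the result was seen, and brought the median log2 fold change at 4 weeks from 0.57 to 0.12. A range over replicates left out covers all fits without 1 replicate. Unless a reason is given, the cause was not tested. Single genes and differences between stages gave 1764 of 1876 comparisons with the same direction and side of the threshold over the alternatives (55 weaker, 24 stronger, 33 reversed) and 1003 of 1062 with a replicate left out (40 weaker, 5 stronger, 14 reversed).

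At E10.5, lower and higher genes came to 59 and 26. The counts were 36 and 12 with a pseudocount of 1, 35 and 17 with no RPKM filter, 34 and 9 with a mean RPKM above 5 (fewer genes tested), 36 and 48 with scaling without the 20 most abundant genes, 100 and 43 with sample weights, and 23 and 9 with treat. Quantile normalization gave 37 lower genes, and eBayes without a trend 38. Leaving out a replicate gave from 18 to 102 lower and from 9 to 36 higher genes: 24 and 16 without Ctrl 1, 52 and 16 without Ctrl 2, 18 and 11 without Ctrl 3, 35 and 14 without cKO 1, 32 and 9 without cKO 2, and 102 and 36 without cKO 3.

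Lower Mediator subunits at E10.5 came to 1 of 14. The count was 0 with no RPKM filter (3 at an unadjusted p under 0.05), with a mean RPKM above 5 (1, Med16 not being tested), with scaling without the 20 most abundant genes (1) and with treat (1), and 2 with sample weights. Adjusted over the list alone, it was 0 with a mean RPKM above 5 and with treat and 4 with sample weights. Leaving out a replicate gave from 0 to 1 subunits (1 to 3 at an unadjusted p under 0.05), with 1 without cKO 3 alone, and from 1 to 2 adjusted over the list alone, with 2 without Ctrl 2.

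At 4 weeks, 804 lower and 2668 higher genes became 454 and 1687 with a mean RPKM above 5 (fewer genes tested), 1511 and 1053 with median-ratio scaling and 1349 and 1192 with quantile normalization, both of which lower the median of all genes. Leaving out a replicate gave from 760 to 856 and from 2493 to 2795. The medians of ion channel, Ca2+ handling, muscle contraction and mitochondrial genes moved from −2.58, −2.98, −2.14 and −0.87 to −3.14, −3.55, −2.70 and −1.44 with median-ratio scaling and to −3.07, −3.10, −2.64 and −1.00 with quantile normalization, and the last 3 to −3.23, −2.38 and −1.12 with scaling without the 20 most abundant genes. A pseudocount of 1, which shrinks the changes of low genes, brought ion channel genes to −1.98. Mitochondrial genes lay between −0.91 and −0.81 with a replicate left out. Genes detected were 8661, and stayed within 1.5 times under each alternative.

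Genes lower at both stages, 25, became 135 with any negative log2 fold change, 15 with a mean RPKM above 5 and 13 with treat, and from 9 to 34 with a replicate left out: 12 without E10.5 Ctrl 1, 9 without E10.5 Ctrl 3 and 15 without E10.5 cKO 2. Differences between stages fell from 13 to 8 listed genes with a mean RPKM above 5, and were from 12 to 14 with a replicate left out.

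For gene lists at E10.5, an estimated correlation in place of camera's 0.01 gave an adjusted p of 0.554 for cell cycle, TGFβ, respiratory chain, mitochondrial ribosome, cytosolic ribosome, extracellular matrix and integrins, and of 0.676 for sarcomere, where camera had passed 0.05. Fry gave 0.111 for cell cycle, sarcomere and mitochondrial ribosome, 0.152 for respiratory chain and cytosolic ribosome, 0.162 for extracellular matrix and 0.540 for TGFβ and integrins, and it reversed the direction of voltage-gated channels (0.111) and apoptosis (0.911). At 4 weeks an estimated correlation gave 0.117 for sarcomere and voltage-gated channels, 0.488 for respiratory chain and 0.549 for both ribosomes. Fry, which does not compare with other genes and so keeps the upward shift, brought cell cycle and extracellular matrix (0.000241), integrins (0.000264) and Mediator (0.000272) past 0.05 and reversed TGFβ (0.000699), apoptosis (0.000892) and mitochondrial ribosome (0.140).

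Single genes that reversed at E10.5 were Med24 and Nppb with median-ratio scaling (0.0973 and 0.0204) and quantile normalization (0.102 and 0.0975), Med23, Med24, Med29 and Nppb with scaling without the 20 most abundant genes (0.00633, 0.150, 0.0482 and 0.0732), and Med24, Med31, Med6 and Nppb with sample weights (0.0176, −0.25, 0.0166 and 0.0114). With a replicate left out, Med17 ran from −0.0782 to 0.0971, Med20 from −0.46 to 0.0218, Med24 from −0.10 to 0.0737, Med31 from −0.24 to 0.18, Nppb from −0.22 to 0.0877 and Postn from −0.75 to 0.24. At 4 weeks, Med1, Med23, Med31 and Nppb reversed with median-ratio scaling (−0.22, −0.31, −0.16 and −0.0192), and Med1, Med23, Med31, Atp5b and Tnnt2 with quantile normalization (−0.23, −0.24, −0.0944, 0.61 and 0.46). Differences between stages reversed for Med17, Med23, Med24 and Med31 with median-ratio scaling (−0.0316, −0.26, −0.68 and −0.31), for Med23, Med24 and Med31 with quantile normalization (−0.19, −0.69 and −0.23) and with scaling without the 20 most abundant genes (−0.00384, −0.41 and −0.0474), and for Med24 with sample weights (−0.0449) and a pseudocount of 1 (−0.000467). That of Med24 ran from −0.0962 to 0.0805 with a replicate left out.

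Nothing in the labels says that the replicate numbers pair the samples. Samples of the same number had correlations of 0.0124, 0.101 and −0.0698 at E10.5 and 0.153, 0.0433 and 0.0450 at 4 weeks after removal of group means, and samples of different numbers reached 0.130 and 0.0808. With a replicate block, 61 lower and 32 higher genes were called at E10.5 and 805 and 2672 at 4 weeks, 1 Mediator subunit was lower, 26 genes were lower at both stages and 13 stage differences were found, and the adjusted p of sarcomere and integrins at E10.5 rose to 0.0513 and 0.0639. The adjusted p of Nppb at 4 weeks fell from 0.145 to 0.0200, the 1 call of a single gene that the block changed (0.0200 to 0.961 over the alternatives). Genes near 3 reads, such as Cnn1, Rnd1 and Lgals3 in Ctrl cardiomyocytes, have fold changes limited by depth. A test on counts was not run because the tables hold RPKM.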

Differences from the paper's values

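The alternatives named here were set before the data were examined, and no test in this part was chosen after a result was seen apart from the comparison with the authors' deposited values.

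At 4 weeks, 2668 genes were higher in icKO cardiomyocytes against the paper's 1153. Median-ratio scaling (1053), quantile normalization (1192) and a mean RPKM above 5 (1687) came within 1.5 times of the paper's value. The other alternatives, among them scaling without the 20 most abundant genes (1851) and pseudocounts of 1 (1989) and 0.01 (2744), did not.

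At 4 weeks, 804 genes were lower against the paper's 1509. Median-ratio scaling (1511), quantile normalization (1349), scaling without the 20 most abundant genes (1055) and no RPKM filter (1183) closed the gap, and the other alternatives did not, with counts from 454 to 856.

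Of the genes lower at E10.5, 34 were not lower at 4 weeks against the paper's 21. The gap closed with a pseudocount of 1 (17), no RPKM filter (15), a mean RPKM above 5 (19), median-ratio scaling (19), quantile normalization (16), scaling without the 20 most abundant genes (18), eBayes without a trend (19) and without E10.5 Ctrl replicate 2 (26), cKO replicate 1 (16) or cKO replicate 2 (17). It stayed open under the others.

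Of the genes lower at 4 weeks, 779 were not lower at E10.5 against the paper's 1485. Median-ratio scaling (1489), quantile normalization (1328), scaling without the 20 most abundant genes (1037) and no RPKM filter (1163) closed the gap, and the others did not.

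The authors' own deposited comparison gives 1153 higher and 1510 lower genes at 4 weeks over the 9517 genes with a mean RPKM above 1, and 26 genes lower at both stages. Over the same filter at E10.5 it gives 49 higher and 47 lower genes, where the paper gives 31 and 45. With an RPKM above 1 in every sample it gives 31 higher and 29 lower genes. For the number of genes detected at 4 weeks, a mean RPKM above 1 over all samples gives the paper's 9517, where a mean above 1 in both groups gave 8661.

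The paper states that transcripts of Mediator subunits other than Med30 were not lower in cKO hearts. Med16 was lower here, with a log2 fold change of −0.68 and an adjusted p of 0.0272, and its adjusted p was above 0.05 with no RPKM filter (0.0530), with scaling without the 20 most abundant genes (0.0678), with treat (0.247) and in 5 of the 6 fits without 1 replicate (up to 0.105). The authors' own deposited comparison also has Med16 lower, with a log2 fold change of −0.58 and an adjusted p of 0.0205. For ion channel, Ca2+ handling and muscle contraction genes the paper states larger log2 decreases than the medians here, which were −2.58, −2.98 and −2.14. Median-ratio scaling (−3.14 and −3.55) and quantile normalization (−3.07 and −3.10) brought ion channel and Ca2+ handling genes to the paper's level, and scaling without the 20 most abundant genes brought Ca2+ handling genes to −3.23. The omission of a replicate brought Ca2+ handling genes to −3.02 at the lowest. The median of muscle contraction genes did not reach that level in any setting run. In the authors' own deposited comparison the medians of ion channel, Ca2+ handling and muscle contraction genes are −3.10, −3.50 and −2.72, so ion channel and Ca2+ handling genes reach the paper's level there and muscle contraction genes do not. For ion channel and Ca2+ handling genes the paper states a larger percent loss than the class medians here, which fell by 83.2% and 87.3%. Median-ratio scaling gave a fall of the Ca2+ handling median past that level, where it fell by 91.5%, and not of the ion channel median, which fell by 88.7%. The scaled falls were taken from log2 fold changes with the pseudocount, which understates those of low genes, and the unscaled ones from mean RPKM. In the authors' own deposited comparison, 8 of 17 ion channel genes and 4 of 5 Ca2+ handling genes fell by more than 90%. The paper gives Casq1 as lower by qPCR and its protein as lower by Western blot. The Casq1 transcript had a limma adjusted p of 0.179 here, and it passed 0.05 without Ctrl replicate 1 (0.0152) and without icKO replicate 2 (0.0320). With a replicate left out, its adjusted p reached 0.490 at most.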

Other observations

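The test without the 200 most abundant genes and the p53 test at 4 weeks were chosen after the result was seen, and the other tests in this part before it.

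The median log2 fold change of all genes tested at 4 weeks stood at 0.57 with the RPKM as deposited. The 20 most abundant genes took a larger share of the RPKM in Ctrl, and leaving them out of the scaling brought the median to 0.33, so a few abundant genes do not account for the whole shift. Leaving out the 200 most abundant genes brought it to 0.12, with 1334 lower and 1295 higher genes, so abundant genes as a class may account for most of it. A rise of most transcripts per cell would give the same 0.57, and with no spike-in or cell number these explanations cannot be told apart.

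Of the 10 splits of the 6 samples of a stage, 1, the real one, gave as many lower and as many higher genes, at E10.5 and at 4 weeks alike, and the other 9 gave 0 called genes. For lower Mediator subunits at E10.5 it was also 1 of 10. A share of 1 in 10 is the smallest this design can give. For gene lists, 1 of 10 splits at E10.5 called as many lists with camera as the real 8, but 7 of 10 at 4 weeks called as many as the real 5, and other splits called 1 to 6 lists. The other splits keep part of the real difference, so these counts do not measure chance alone, and a camera p at this correlation is read with caution. Of the 100 pairs of splits over both stages, 1 gave as many genes lower at both stages.

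Transcripts of other cell types had medians above 0 in icKO cardiomyocytes, where the median of all genes was 0.57. The median log2 fold change was 3.06 for the 6 fibroblast genes tested, 0.89 for 10 endothelial, 1.26 for 5 mural, 1.11 for 3 macrophage, 0.96 for 2 endocardial and 1.34 for 3 erythroid genes, and no epicardial gene was tested. Relative to all genes the medians were 2.49, 0.33, 0.70, 0.54, 0.39 and 0.77. After median-ratio scaling they were 2.51, 0.34, 0.74, 0.57, 0.43 and 0.89, with 1 endothelial, 1 mural and 1 endocardial gene below 0. Against other genes, the unadjusted camera p was 0.0463 for fibroblast genes (0.181 with an estimated correlation) and 0.911, 0.692, 0.564, 0.627 and 0.654 for the others in the same order, so the fibroblast genes alone had a p under 0.05 with camera. Some of these transcripts were at low levels in icKO cardiomyocytes: Col1a2 10.8, Dcn 8.08 and Pecam1 7.24 RPKM, with Col1a1 above these. A larger share of other cells as a whole would raise the lists alike, but the fibroblast median stood 2.17 above the endothelial one (SD of the difference 0.71). A larger share of fibroblasts alone, or their activation, stays open. At E10.5 the medians were −0.17 for fibroblast, 0.06 for endothelial, 0.38 for mural, −0.56 for macrophage, 0.05 for endocardial, −0.16 for epicardial and 0.82 for erythroid genes. Of these lists the mural one alone had an unadjusted p under 0.05 in each test, with 5 of 6 genes higher. Its p was 0.000252 with camera, 0.0223 with an estimated correlation and 0.00981 under fry. Cnn1 rose by 1.29 on the log2 scale at E10.5 as well (limma adjusted p = 0.00203).

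In E10.5 Ctrl replicate 2, the Y-linked Ddx3y, Eif2s3y and Kdm5d had 0.027, 0.037 and 0.012 RPKM and Uty was listed at 0, against 9.36, 19.5, 6.02 and 4.35 RPKM in Ctrl replicate 1. The sex of the embryos is not given. Without this sample, 75 of the 85 genes called kept their direction and a log2 fold change beyond 1, and 53 stayed called, so it does not account for the genes called as a group. The sex-linked list had a median of 1.78 at E10.5 and 0.08 at 4 weeks.

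All 9 erythroid genes were highest in E10.5 cKO replicate 1, which is consistent with blood left in the hearts, most of all in that sample.

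A lower share of cardiomyocytes in cKO hearts was tested as an explanation for the lower genes. The abundant sarcomere transcripts had a median log2 fold change of −0.38 (SD between replicates 0.21), against −1.28 for the lower genes. A share lower by that amount would not alone give falls beyond 1. However, the lower genes were chosen for falls beyond 1, so their median had to lie below −1. Sarcomere transcripts may also respond to the knockout themselves, so a lower share of cardiomyocytes is not excluded.

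Removing the trend of each library over gene length and GC content left 47 lower and 22 higher genes at E10.5 and 776 lower and 2735 higher genes at 4 weeks, of which 45, 22, 771 and 2625 were shared with the 59, 26, 800 and 2660 called over the same genes before. The knockout library with the fewest reads is replicate 3 at both stages. Without it, 102 lower and 36 higher genes were called at E10.5 and 856 and 2795 at 4 weeks, so neither explanation accounts for the calls.

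Cdkn1a was also higher in icKO cardiomyocytes, from 8.57 to 165.4 RPKM (log2 fold change 4.30, limma adjusted p = 4.27e-07). The listed p53 targets not called at E10.5 had a camera p of 0.813 there, with 18 of 27 higher, 16 of them at an adjusted p under 0.05 against 16.4 by chance, and since they go both ways, a p53 response is neither excluded nor shown. All 28 tested targets had a median of 0.54 at 4 weeks, and all 33 tested at E10.5 one of 0.45. Immediate early and heat shock genes had a median of −0.35 at 4 weeks and 0.06 at E10.5, and the 12 subunits of RNA polymerase II one of −0.07 at E10.5, and 0.74 at 4 weeks over 11 tested. The abundant sarcomere list had a median of −0.75 at 4 weeks.

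The paper's qPCR at E10.5 gives ratios of cKO to Ctrl of 0.170 for Med30, 0.461 for Mycn, 0.425 for Hey2, 0.229 for Myh7, 0.153 for Tnni2, 0.351 for Gja1, 0.287 for Gja5 and 0.410 for Pln. The ratios of mean RPKM here were 0.125, 0.417, 0.398, 0.362, 0.0935, 0.273, 0.187 and 0.322.

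Among genes tested, 39 of the genes lower in the authors' own deposited comparison at E10.5 and 26 of the higher ones were also called here, and 803 and 1149 at 4 weeks, out of 1510 and 1153. With median-ratio scaling these were 37 and 30 at E10.5 and 1476 and 1047 at 4 weeks. For genes with a mean RPKM above 5, the log2 fold change here less the authors' had a median of −0.11 at E10.5 and 0.54 at 4 weeks (SD 0.07 across genes). Of 16 genes higher at E10.5 and tested at both stages, 10 were higher at 4 weeks, where 4.51 would arise by chance (Fisher's exact test across genes, p = 0.00431).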
